# Triclosan administration to *humanized UDP-glucuronosyltransferase 1* neonatal mice induces UGT1A1 through a dependence on PPARα and ATF4

**DOI:** 10.1016/j.jbc.2024.107340

**Published:** 2024-05-04

**Authors:** André A. Weber, Xiaojing Yang, Elvira Mennillo, Samantha Wong, Sabrina Le, Jia Ying Ashley Teo, Max Chang, Christopher W. Benner, Jeffrey Ding, Mohit Jain, Shujuan Chen, Michael Karin, Robert H. Tukey

**Keywords:** activating transcription factor 4 (ATF4), cytochrome P450 (CYP), constitutive androstane receptor (CAR), integrated stress response (ISR), peroxisome proliferator-activated receptor alpha (PPARα), total serum bilirubin (TSB), Uridine 5'-diphospho-glucuronosyltransferase (UGT), humanized UGT1 (*hUGT1*)

## Abstract

Triclosan (TCS) is an antimicrobial toxicant found in a myriad of consumer products and has been detected in human tissues, including breastmilk. We have evaluated the impact of lactational TCS on UDP-glucuronosyltransferase 1A1 (UGT1A1) expression and bilirubin metabolism in humanized *UGT1* (*hUGT1*) neonatal mice. In *hUGT1* mice, expression of the hepatic UGT1A1 gene is developmentally delayed resulting in elevated total serum bilirubin (TSB) levels. We found that newborn *hUGT1* mice breastfed or orally treated with TCS presented lower TSB levels along with induction of hepatic UGT1A1. Lactational and oral treatment by gavage with TCS leads to the activation of hepatic nuclear receptors constitutive androstane receptor (CAR), peroxisome proliferator-activated receptor alpha (PPARα), and stress sensor, activating transcription factor 4 (ATF4). When CAR-deficient *hUGT1* mice (*hUGT1/Car*^*−/−*^) were treated with TCS, TSB levels were reduced with a robust induction of hepatic UGT1A1, leaving us to conclude that CAR is not tied to UGT1A1 induction. Alternatively, when PPARα-deficient *hUGT1* mice (*hUGT1/Ppar*α^*−/−*^) were treated with TCS, hepatic UGT1A1 was not induced. Additionally, we had previously demonstrated that TCS is a potent inducer of ATF4, a transcriptional factor linked to the integrated stress response. When ATF4 was deleted in liver of *hUGT1* mice (*hUGT1/Atf4*^*ΔHep*^) and these mice treated with TCS, we observed superinduction of hepatic UGT1A1. Oxidative stress genes in livers of *hUGT1/Atf4*^*ΔHep*^ treated with TCS were increased, suggesting that ATF4 protects liver from excessive oxidative stress. The increase oxidative stress may be associated with superinduction of UGT1A1. The expression of ATF4 in neonatal *hUGT1* hepatic tissue may play a role in the developmental repression of UGT1A1.

Triclosan [5-chloro-2-(2,4-dichlorophenoxy)phenol; TCS] was developed as an antibacterial and antifungal agent that is now classified as an emerging environmental toxicant because of its widespread use in the commercial and industrial sectors (1, 2, 3). It currently represents one of the most abundant environmental toxicants worldwide, listed among the seven most frequent toxicants detected in surface water in the USA (1). Epidemiological studies have detected TCS in human tissue samples, including breastmilk (4, 5, 6). Chronic TCS exposure to adult mice has been associated with the development of hepatocellular carcinoma (HCC) (7), nonalcoholic fatty liver disease (NAFLD) (8, 9), and ulcerative colitis (5). However, the impact of TCS exposure on the pathophysiology of cellular function is just starting to be understood. Human exposure shows that 38% of TCS is unconjugated after oral ingestion, revealing a relatively low capacity in humans to metabolize this toxicant (10). Thus, it can be expected that individuals with a low capacity for TCS metabolism would be more susceptible to TCS-elicited toxicity.

Once TCS is absorbed, it is metabolized by the UDP-glucuronosyltransferases (UGTs) to a glucuronide [TCS glucuronide (TCS-G)], which is biologically inactive and subject to elimination (5). UGTs participate in the glucuronidation and detoxification process by converting lipophilic substrates to hydrophilic products (11). Once the glucuronides are formed, these metabolites are transported out of the cell through cellular transporters for elimination (12, 13). Among the UGTs, UGT1A1 is the only transferase capable of conjugating bilirubin and can be transcriptionally induced by several nuclear receptors (NRs) and environmental sensors (14). The ability to alter the toxic or mutagenic actions of toxicants through glucuronidation makes the UGTs an important metabolic defense system against environmental toxicants (11). Interestingly, the human *UGT1A* genes are regulated in a developmental fashion both in liver and the intestinal tract (14). Humanized *UGT1* (*hUGT1*) mice express the entire human *UGT1* locus in a *Ugt1*-null background and have served as an excellent animal model to study mechanisms involved with the induction of UGT1A1 and other human *UGT1A* genes (14, 15). In *hUGT1* mice, several NRs and transcriptional factors regulate the human *UGT1A* genes, including the pregnane-X receptor (PXR) (16), constitutive androstane receptor (CAR) (17, 18, 19), liver X receptor alpha (LXRα) (20), peroxisome proliferator-activator receptor alpha (PPARα) (21), aryl hydrocarbon receptor (AhR) (22) and the nuclear factor erythroid derived 2-related factor 2 (NRF2) (23, 24).

Previous studies have shown that TCS administration activates the integrated stress response (ISR) in the liver (8, 9). The ISR is a signaling network that helps the cell adapt to a host of variable environments which are focused on maintaining cell homeostasis (25, 26). In response to environmental and pathological conditions, including protein homeostasis defects (27), nutrient deprivation (28), viral infection (29), hypoxia (30), iron deficiency (31) and oxidative stress (27), the ISR restores balance by reprogramming gene expression. The ISR kinase sensors are RNA-dependent protein kinase–like ER kinase (PERK), double-stranded RNA-dependent protein kinase, heme-regulated eIF2a kinase, and general control non-derepressible 2. These kinases converge on the activation of activating transcription factor 4 (ATF4), a basic leucine zipper transcription factor that belongs to the activating transcription factor/cyclic AMP response element binding protein (25, 26). ATF4 has several dimerization partners that influence its regulation on patterns of gene transcription that can guide cellular fate (25, 32). It is regulated at the transcriptional, translational, and post-translational level, and moreover, its ability to interact with other transcription factors provides a further level of regulation. For example, interactions of ATF4 with C/EBP homologous protein (CHOP) promotes cell death under ER stress (32). Recent findings demonstrated that ATF4-SLC7A11 axis suppresses HCC by blocking ferroptosis (33).

The delivery of TCS to newborns through lactation can profoundly disrupt neonatal liver homeostasis, especially altering lipid metabolism (9). In the present study, we will show that lactational and oral TCS exposure to neonates dramatically affects the expression and activation of NRs and stress sensors in the liver. These studies have led us to identify unrevealed mechanisms involving ATF4 and PPARα that are linked to the induction of UGT1A1 and several *UGT1A* genes.

## Results

### Lactational TCS reduces TSB levels and induces hepatic human UGT1A1 in neonatal *hUGT1* mice

Pregnant *hUGT1* mice were fed vehicle chow containing vehicle dimethyl sulfoxide (DMSO) or TCS with the newborn mice being breastfed for 14 days. After 14 days, neonatal mice were sacrificed to collect blood, liver, and small intestine. TCS in serum of breast-fed neonates was measured by LC-MS/MS analysis. The concentration of TCS in serum at 14 days of exposure was 172 ± 72 nM (Fig. 1*A*). These concentrations are like those reported in blood in human samples (10, 34). Additionally, we performed foster studies to examine if TCS could be transferred through lactation to vehicle fed neonates. We first transferred newborns who were born to a dam fed by vehicle chow and placed with a dam fed with TCS chow (Veh foster) 7 days after birth. We also transferred neonates born to a dam fed with TCS chow to a dam fed with vehicle chow (TCS foster). These mice were allowed to breast feed until they were 14 days old. When we examined Veh foster neonates, they showed an increase in serum TCS after 7 days. Interestingly, when we examined TCS foster neonates, these mice showed a total depletion in serum TCS (Fig. 1*A*). Detection of TCS-G, the main TCS metabolite, followed the same trend in TCS exposed groups (Fig. S1*A*). Newborn *hUGT1* mice receiving TCS through lactation presented TSB levels that were much lower than *hUGT1* neonates from vehicle breastfed mice (Fig. 1*B*). Additionally, the fostering study showed a decrease in TSB levels in Veh foster (Fig. 1*B*), indicating that lactational delivery of TCS leads to induction of UGT1A1. Gene expression and protein analysis in liver showed induction of UGT1A1 only in hepatic tissue (Fig. 1, *C* and *D*). The fostering experiment showed an increase in UGT1A1 in Veh foster, confirming that TCS is transferred through lactation (Fig. 1*C*).

**Figure 1:**
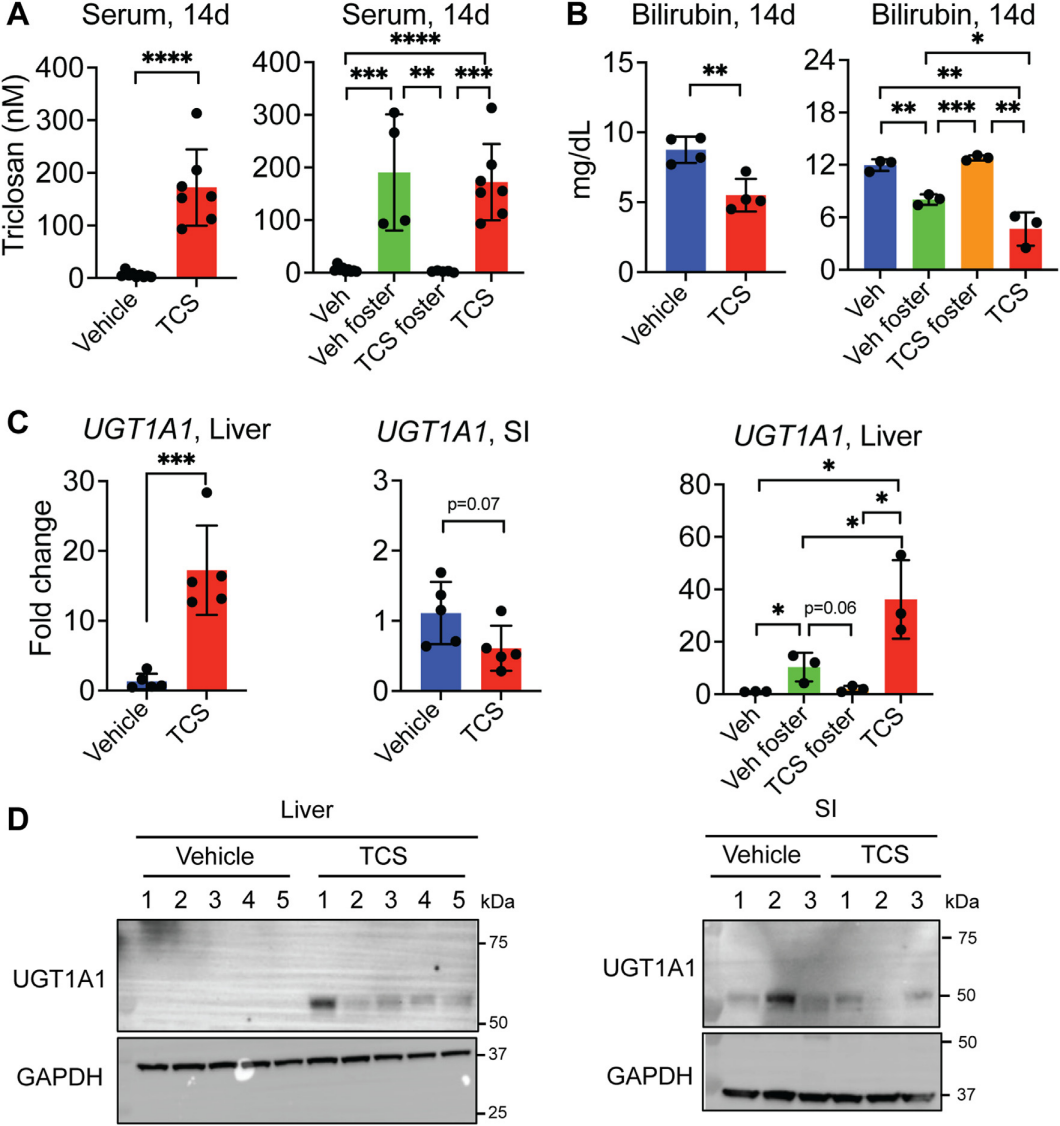
**Lactational triclosan (TCS) exposure lowers total serum bilirubin (TSB) levels with hepatic UGT1A1 induction in *hUGT1* neonates.***A*, serum levels of TCS in neonatal *hUGT1* mice that received TCS through lactation (n = 9, 7) and the levels in mice that were foster fed (n = 9, 4, 5, 7). *B*, TSB levels in neonatal mice breastfed with TCS (n = 4) and those mice that were foster fed (n = 3). *C*, Q-RT-PCR of *UGT1A1* gene expression in both liver and small intestine (SI) (n = 5) and in liver of foster fed mice (n = 3). *D*, Western Blot analysis of UGT1A1 in liver (n = 5) and SI (n = 3) of *hUGT1* mice. GAPDH served as a loading control. Results are described as mean ± S.D., determined by unpaired two-tailed Student’s *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 and ∗∗∗∗*p* < 0.0001. Individual *p* value was listed in Table S2. *hUGT1*, humanized *UGT1*; UGT1A1, UDP-glucuronosyltransferase 1A1.

### Lactational TCS transfer to newborns alters NR target gene expression in liver

Previous findings have demonstrated that lactational exposure to neonates as well as long-term TCS exposure to adults can significantly impact liver pathophysiology (7, 8, 9). Following exposure to TCS through lactation for 14 days, the expression of the *Cyp2b10* gene, a target gene of activated CAR, was induced 4-fold when compared to control-treated neonates (Fig. 2*A*). Furthermore, CYP2B10 protein levels were also increased in livers of TCS-treated mice (Fig. 2*B*). Cell fractionation of liver tissue revealed an accumulation of CAR protein levels in nuclear extracts of neonatal mice breastfed with TCS (Fig. 2*C*), while the foster study showed an increase in *Cyp2b10* gene expression in Veh foster neonatal mice (Fig. 2*D*). In addition, NRF2 target genes were also induced in liver following TCS treatment. NRF2 is the master sensor of oxidative stress (35). Reverse transcription-quantitative PCR (RT-qPCR) analysis showed an increase in *Nqo1*, a target NRF2 gene (Fig. 2*A*). In addition, Western Blot analysis showed higher protein levels of NQO1 and HMOX1 in the liver of TCS-treated mice (Fig. 2*B*). In previous studies, we had demonstrated that the generation of reactive oxygen species (ROS) by isothiocyanates can also activate CAR. The activation of CAR and NRF2 suggests that lactational TCS exposure is leading to the production of ROS and oxidative stress in the liver of neonates (19, 35). It is known that overexpression of hepatic NRF2 can lead to enlargement of the liver, a process called hepatomegaly (35). Indeed, exposure to TCS leads to an increase in liver weight (7). Furthermore, RT-qPCR analysis revealed that *Cyp4a10* and *Cyp3a11*, which are regulated by PPARα and PXR, respectively, are also upregulated by lactational TCS (Fig. 2*A*). These results corroborate previous studies demonstrating that TCS can regulate PPARα and PXR (8, 9, 36). Further analysis demonstrated that lactational TCS has no effect on *Cyp7a1*, an LXRα target gene, and *Cyp1a1*, an AhR target gene (Fig. 2*A*). Thus, exposure by TCS through lactation has a significative impact on NR activation in the neonatal liver.

**Figure 2:**
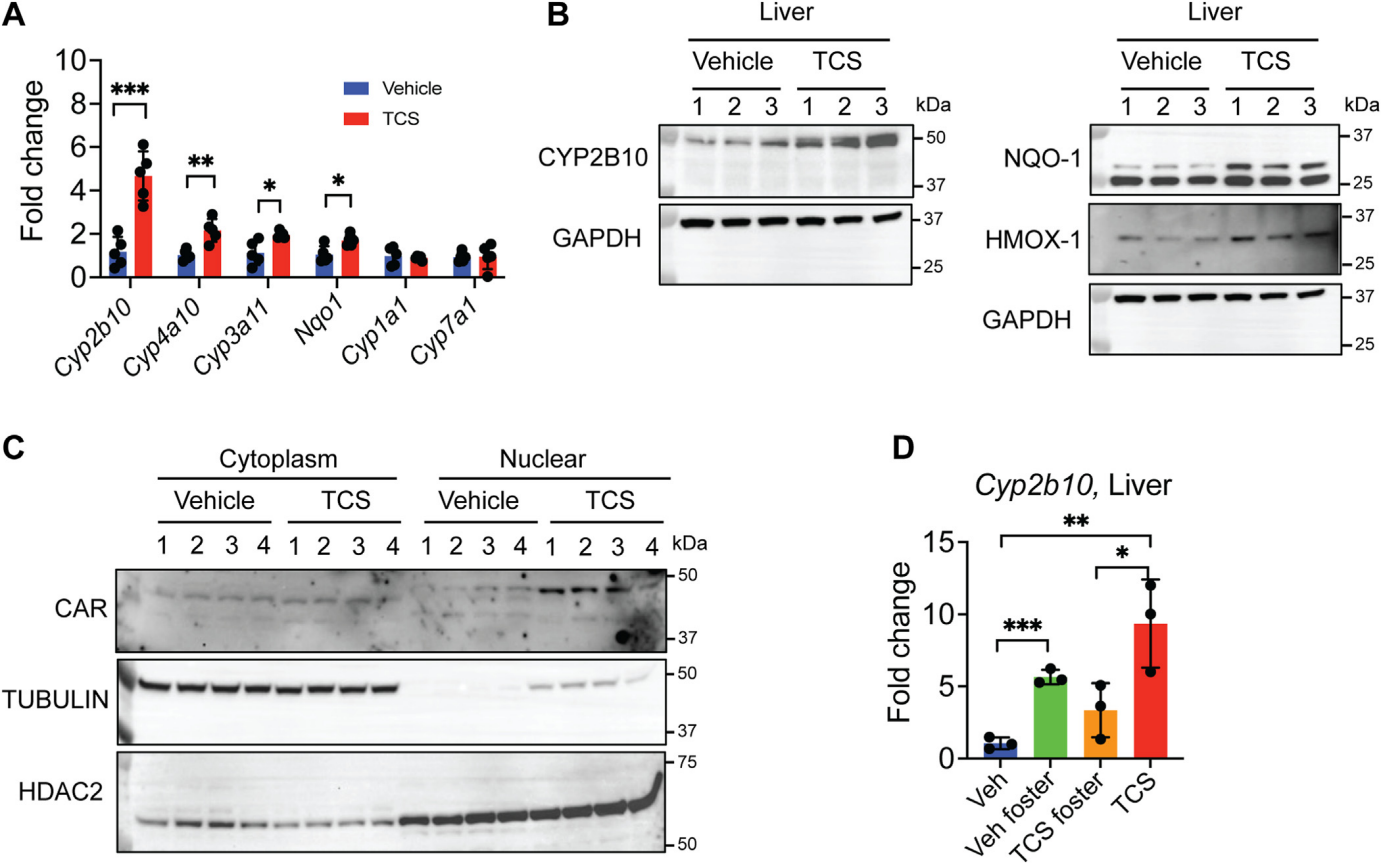
**TCS exposure through lactation induces genes targeted by nuclear receptors.***A*, RT-qPCR of several nuclear receptors and environmental sensor target genes in *hUGT1* neonatal mice receiving TCS exposure through lactation (n = 5). *B*, Western Blot analysis of CYP2B10, NQO-1, and HMOX1 in liver. GAPDH served as a loading control (n = 3). *C*, liver cell fractionation analysis by Western Blot of CAR. Tubulin and histone deacetylase 2 were used as loading controls for cytoplasm and nucleus, respectively (n = 4). *D*, RT-qPCR of *Cyp2b10* in foster-fed mice (n = 3). Results are described as mean ± S.D., determined by unpaired two-tailed Student’s *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. Individual *p* value was listed in Table S3. CAR, constitutive androstane receptor; hUGT1, humanized *UGT1*; NQO-1, NAD(P)H quinone dehydrogenase species; RT-qPCR, reverse transcription-quantitative PCR; TCS, triclosan; UGT1, UDP-glucuronosyltransferase 1.

### Role of NRs CAR and PPARα in the regulation of UGT1A1

We have previously reported that human UGT1A1 and several other *UGT1A* genes are induced following activation of NRs as well as several environmental sensors (14, 37). When we treated 10-day-old *hUGT1* neonates with a range of TCS concentrations from 25 to 100 mg/kg, a dose-dependent reduction in TSB levels and a dose-dependent increase in *UGT1A1*, *Cyp2b10*, and *Cyp4a10* gene expression was observed (Fig. S2, *A–E*). Our previous studies have linked serum TSB levels in *hUGT1* mice directly with the expression of liver and/or intestinal UGT1A1 (14, 15). We treated neonatal *hUGT1* mice with TCS (50 mg/kg) by oral gavage for 4 consecutive days from 10 days old until 13 days old. When *hUGT1* mice are 13 days old, they display elevated levels of serum TSB. The gavage treatment had similar results to our breastfeeding studies; however, the acceleration of TSB clearance was more dramatic. The TSB levels dropped (Fig. 3*A*) along with a dramatic induction of *UGT1A1*, *UGT1A3*, and *UGT1A4* gene expression in liver (Figs. 3, *B* and *C* and S3). Histological analysis of liver from control and TCS-treated *hUGT1* neonates had a normal appearance with no morphological alterations. By contrast, IHC staining with an anti-UGT1A antibody revealed a significant increase in UGT1A staining in livers of neonatal mice treated with TCS (Fig. 3*D*).

**Figure 3:**
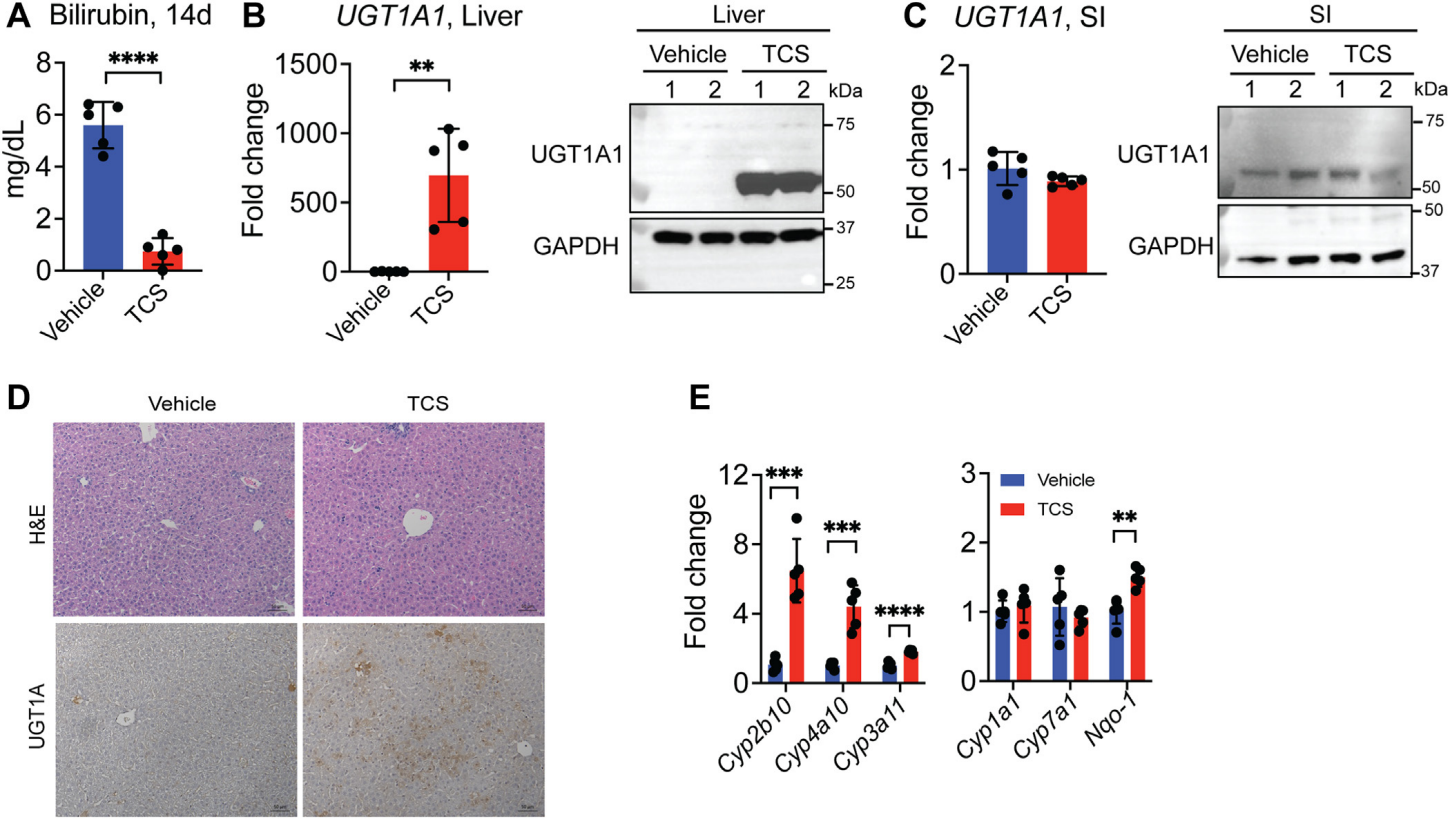
**Oral treatment with TCS strongly induces hepatic UGT1A1 in *hUGT1* neonates.** Ten-day-old *hUGT1* mice were administered TCS (50 mg/kg) by oral administration each day for 4 consecutive days. *A*, TSB levels in *hUGT1* neonatal mice treated with TCS by oral gavage (n = 5). *B*, RT-qPCR analysis of *UGT1A1* gene expression (n = 5) and Western Blot of UGT1A1 (n = 2) in liver from *hUGT1* neonatal mice treated with TCS by oral gavage. *C*, RT-qPCR analysis of *UGT1A1* gene expression (n = 5) and Western Blot of UGT1A1 (n = 2) in small intestine (SI) of *hUGT1* neonatal mice treated with TCS by oral gavage. *D*, H&E staining and IHC for UGT1A protein of 14-day-old mice treated with TCS by oral gavage (n = 3) Scale bars= 50 μm. *E*, RT-qPCR of NR and environmental sensor target genes in *hUGT1* neonatal mice treated with TCS by oral gavage (n = 5). Results are described as mean ± S.D., determined by unpaired two-tailed Student’s *t* test; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. Individual *p* value was listed in Table S4. hUGT1, humanized *UGT1*; NR, nuclear receptor; RT-qPCR, reverse transcription-quantitative PCR; TCS, triclosan; UGT1A1, UDP-glucuronosyltransferase 1A1.

In addition, oral gavage of TCS resulted in a robust increase in *Cyp2b10* and *Cyp4a10* gene expression in liver and a slight increase in *Cyp3a11* and *Nqo-1* gene expression (Fig. 3*E*). This result indicates strong activation of CAR and PPARα with modest activation of PXR and NRF2, respectively. Target genes of LXRα (*Cyp7a1*) and the AhR (*Cyp1a1*) were unaltered by oral TCS treatment (Fig. 3*E*). Since CAR and PPARα target genes were induced by TCS, we evaluated the role of CAR and PPARα in the induction of human UGT1A1 by TCS. 

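Liver RNA was sequenced from neonatal *hUGT1/Atf4* F/F mice, whose floxed *Atf4* gene is intact, and from neonatal *hUGT1/Atf4* ΔHep mice, in which *Atf4* is deleted in hepatocytes. Each genotype received vehicle or TCS at 50 mg/kg on 4 consecutive days. The paper's RNA-sequencing methods give the age of the mice as 14 days, whereas its results give 10 days for the first dose. The RNA of 2 mice was pooled for each library, and each of the 4 groups had 2 libraries (n = 2), so that a group stood for 4 mice. Libraries were made with a stranded mRNA kit. The submitters' processing notes name bcl2fastq, STAR 2.7.9a and the mm10 genome build. The program that counted the reads and the gene annotation are not given in the sources used here. The deposited table holds whole-number counts for 24411 mouse gene symbols and no human *UGT1* gene, and 6184 of its genes had no count in any library. The total counts of the vehicle-treated *hUGT1/Atf4* F/F libraries were 19815967 and 15388192. Those of the TCS-treated *hUGT1/Atf4* F/F libraries were 16633244 and 17274020. The vehicle-treated *hUGT1/Atf4* ΔHep libraries had 16044025 and 15272763 counts, and the TCS-treated *hUGT1/Atf4* ΔHep libraries had 11624143 and 25573210. For the comparisons given here, these counts were normalized by TMM and tested with the quasi-likelihood test of edgeR, in a fit with 1 mean per group over all 8 libraries. The test covered the 13633 genes that passed a filter on low counts (filterByExpr, with a count minimum of 10), and p values were adjusted over these genes. Expression levels are given as CPM after TMM normalization. Gene lists were tested with camera, which compares the genes of a list with all other genes tested. It used a preset correlation between genes of 0.01, with p values adjusted over 40 lists. The lists, the rule for the genes named and all alternatives but the sex makeup covariate were fixed before the data were examined. In counts simulated at these depths with 200 genes changed, 61.2% of the genes given a log2 change of 1 and 16.7% of those given 0.5 were recovered for TCS against vehicle in *hUGT1/Atf4* F/F mice. In that simulation 10 of 122 calls were false, a larger share than the nominal one. The effect of TCS beside Fig. S4 was taken from the *hUGT1/Atf4* F/F mice, since the RNA-sequencing methods name these genotypes while the legend of Fig. S4 names *hUGT1* mice.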

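In the liver of *hUGT1/Atf4* F/F mice, most genes of 2 lists of fatty acid metabolism had higher means after TCS than after vehicle, and some of them passed the test. Of 40 target genes of PPARα, the nuclear receptor that controls fatty acid catabolism, 21 rose and 0 fell at an adjusted p under 0.05 (32 rose when adjusted over the list alone). *Acot1*, which encodes an acyl-CoA thioesterase, rose from 4.99 ± 2.05 to 54.2 ± 24.6 CPM (SD, n = 2), a log2 fold change of 3.41 (SE 0.38, adjusted p = 0.0053 from edgeR). The median log2 fold change of the PPARα list was 0.54 (adjusted p = 5.73e-34 from camera, and adjusted p = 0.125 with an estimated correlation). Of 17 genes of mitochondrial fatty acid beta-oxidation, 5 rose and 0 fell (15 rose when adjusted over the list alone). These 5 are also members of the PPARα list, so that the 2 counts are not separate evidence. *Decr1*, which encodes a dienoyl-CoA reductase, and *Eci1*, which encodes an enoyl-CoA isomerase, had log2 fold changes of 0.68 (SE 0.07, adjusted p = 0.00378) and 0.66 (SE 0.07, adjusted p = 0.00546). The median of this list was 0.28 (adjusted p = 1.58e-13, and adjusted p = 0.0908 with an estimated correlation). Of 16 genes of peroxisome biogenesis and protein import, 14 had a value above 0, but 0 passed the test by either adjustment, over all genes or over the list alone. *Pex11a*, a factor of peroxisome division, had a log2 fold change of 0.46, and the list's median was 0.14 (adjusted p = 0.0110, and adjusted p = 0.422 with an estimated correlation). Among cell type markers, 0 of 7 neutrophil genes had a value above 0 (median −0.81, adjusted p = 0.00363, and adjusted p = 0.426 with an estimated correlation), and all 7 genes of pancreatic acinar cells did (median 1.02, adjusted p = 0.00596, and adjusted p = 0.455 with an estimated correlation). Of the acinar genes, *Ctrb1* was at 1.27 and 11.1 CPM in the vehicle and 11.7 and 7.27 CPM in the TCS libraries, so that its rise in mean rests on vehicle replicate 1. The calls of *Acot1* and *Eci1* ended without *hUGT1/Atf4* F/F vehicle replicate 2 (log2 fold changes 3.07 and 0.59, adjusted p = 0.0522 for each). *Xist*, expressed from the inactive X chromosome of females, was at 12.1 CPM in the vehicle pools and 738 CPM in the TCS pools of this genotype, and with a covariate for the sex makeup of the pools, chosen after seeing the data, the calls of *Acot1* (log2 fold change 2.7, SE 0.513, adjusted p = 0.230), *Decr1* (0.60, SE 0.107, adjusted p = 0.198) and *Eci1* (0.56, SE 0.112, adjusted p = 0.276) ended, with smaller sizes, larger errors and the same direction.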

DAVID-based GO analysis of RNA-seq data showed that the top five significant changes in biological processes upon TCS treatment were monocarboxylic acid processes, long-chain fatty acid processes, peroxisomal protein import, chemical carcinogenesis, and mitochondrial fatty acid beta-oxidation (Fig. S4*A*). Furthermore, we performed a volcano plot between vehicle and TCS treatment. 

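TCS changed 76 genes in the liver of *hUGT1/Atf4* F/F mice at an adjusted p under 0.05, of which 70 rose and 6 fell. The largest rise after that of *Acot1* was in *Cyp2c54*, a cytochrome P450, with a log2 fold change of 3.34 (SE 0.29, adjusted p = 0.00127 from edgeR). *Retsat*, which encodes retinol saturase, had a log2 fold change of 1.69 (SE 0.20, adjusted p = 0.00775), and its call ended without *hUGT1/Atf4* F/F vehicle replicate 1 (1.78, adjusted p = 0.0615) or 2 (1.61, adjusted p = 0.0813). Among the 6 genes that fell were *Ntrk2*, which encodes a neurotrophin receptor and dropped by 1.43 on the log2 scale (SE 0.12, adjusted p = 0.00126), and *BC021614*, which dropped by 0.93 (SE 0.10, adjusted p = 0.0040). *Slc22a7*, an organic anion transporter of hepatocytes, and *Fads1*, a fatty acid desaturase, had log2 fold changes of −0.63 (SE 0.11, adjusted p = 0.0462) and −0.38 (SE 0.07, adjusted p = 0.0465). The calls of *Slc22a7* and *Fads1* ended in 7 of the 8 fits without 1 library (adjusted p up to 0.284 and 0.256), with the exceptions of *hUGT1/Atf4* F/F vehicle replicate 1 for *Slc22a7* and *hUGT1/Atf4* F/F TCS replicate 1 for *Fads1*. Of 15 target genes of CAR, a nuclear receptor that controls xenobiotic metabolism, 7 rose and 0 fell (12 rose when adjusted over the list alone, median 1.13, adjusted p = 4.33e-17 from camera, and adjusted p = 0.0348 with an estimated correlation). Of 32 target genes of NRF2, the transcription factor of the antioxidant response, 9 rose and 0 fell (17 rose when adjusted over the list alone, median 0.29, adjusted p = 8.66e-16, and adjusted p = 0.0289 with an estimated correlation). They included *Gstm3*, a glutathione S-transferase, at 1.15 (SE 0.09), and *Abcc4*, an efflux transporter, at 1.12 (SE 0.11). Other members of the NRF2 list passed by neither adjustment. Among those were *Nqo1* at 0.25, *Gclc* at 0.18, *Txnrd1* at 0.09, *Gclm* at −0.03 and *Hmox1* at −0.08. The count thus does not stand for a rise of the whole list. Of 13 carboxylesterases, 5 rose and 0 fell by either adjustment (median 0.78, adjusted p = 4.65e-10, and adjusted p = 0.0908 with an estimated correlation). Of 8 PXR target genes, 2 rose and 0 fell (4 rose when adjusted over the list alone, median 0.34, adjusted p = 0.000197, and adjusted p = 0.192 with an estimated correlation). None of 4 AhR target genes passed the test (0 also when adjusted over the list alone, adjusted p = 0.722 for the list from camera). These lists overlap, since *Gstm3* was counted among both the CAR and the NRF2 targets and a carboxylesterase also among the CAR targets. Genes of the *Cyp2c*, *Ces1* and *Gstm* families are close paralogs, which may share reads. Without *hUGT1/Atf4* F/F vehicle replicate 1, *hUGT1/Atf4* F/F vehicle replicate 2 or *hUGT1/Atf4* F/F TCS replicate 2, the count of called genes was 37, 34 or 42. It was 20 with the sex makeup covariate, a fit that kept the calls of *Cyp2c54*, *Ntrk2* and *Gstm3* and ended those of the other genes named here.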

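*Cyp2b10* and *Cyp2c50*, which encode cytochrome P450 enzymes, the carboxylesterase genes *Ces1f*, *Ces1g*, *Ces2a* and *Ces1d*, the peroxisomal β-oxidation genes *Ehhadh* and *Acaa1b*, and *Abcc3*, which encodes an efflux transporter, were all higher in TCS-treated than in vehicle-treated *hUGT1/Atf4* F/F livers. Their log2 fold changes ran from 0.78 for *Ces1d* to 2.88 for *Cyp2b10* (SE 0.06 and 0.20, adjusted p = 0.00107 and 0.000817 from edgeR). *Cyp2c50* rose from 219 ± 10.8 to 707 ± 13.5 CPM (SD, n = 2), and its adjusted p was 0.000281. *Ehhadh*, a bifunctional enzyme of peroxisomal fatty acid oxidation, rose from 348 ± 21.1 to 1194 ± 152 CPM (SD, n = 2), with an adjusted p of 0.000974. *Ces1f* had a log2 fold change of 2.53 (SE 0.21, adjusted p = 0.00119), *Ces1g* of 1.02 (SE 0.06) and *Ces2a* of 1.15 (SE 0.09). *Acaa1b*, a peroxisomal thiolase, had a log2 fold change of 1.19 (SE 0.11, adjusted p = 0.00191), and *Abcc3* of 1.42 (SE 0.11). All 9 genes passed the test over all genes and when adjusted over the list alone, but the study chose the list on these samples, so that its count is not independent evidence of a rise. Their median log2 fold change was 1.42. In the authors' deposited table for this comparison, the 9 genes hold the 9 smallest adjusted p values. That table has 167 genes with an adjusted p under 0.05, the threshold used here, and 125 under 0.01, and 72 of the 167 were also called here. Each of the 9 calls also stood in each fit that left out 1 library and with the sex makeup covariate. *Cyp2b10* lies on chromosome 7 of GRCm38 from 25897620 to 25926624, and *Ehhadh* on chromosome 16 from 21761287 to 21787807.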

The top nine genes upregulated by oral TCS were *Cyp* genes (*Cyp2b10* and *Cyp2c50*), carboxylesterases (*Ces1f*, *Ces1g*, *Ces2a*, and *Ces1d*), PPARα target genes (*Ehhadh* and *Acaa1b*), and an Nrf2 target gene (*Abcc3*) (Fig. S4*B*).

To examine the possibility that activated CAR is inducing hepatic UGT1A1 after TCS treatment, 10-day-old *hUGT1/Car*^*−/−*^ neonatal mice were treated by oral gavage followed by analysis of gene expression, protein, and TSB levels. The TSB levels were reduced in *hUGT1/Car*^*−/−*^ mice (Fig. 4*A*) treated with TCS with a robust induction of the *UGT1A1* gene (Fig. 4*B*) and protein expression levels (Fig. 4*D*). The low levels of *Cyp2b10* transcripts in *hUGT1/Car*^*−/−*^ confirmed that this gene is dependent on CAR (Fig. 4*C*). The reduction in TSB levels and induction of hepatic UGT1A1 in *hUGT1/Car*^*−/−*^ mice after TCS treatment indicates that CAR is not a key player involved in TCS-induced neonatal UGT1A1 expression.

**Figure 4:**
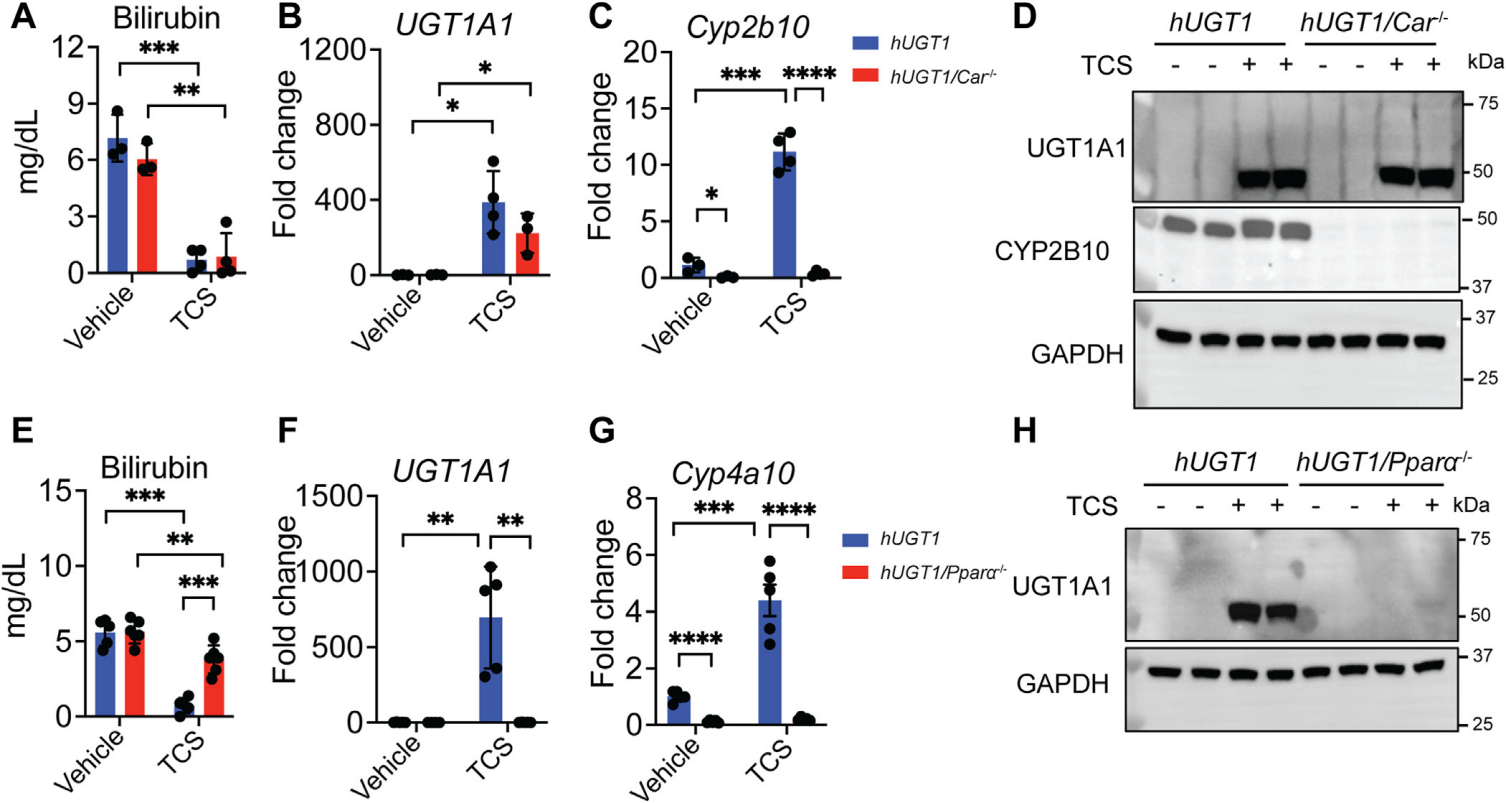
**The dependency of PPARα toward TCS-mediated induction of UGT1A1.***hUGT1*, *hUGT1/Car*^−/−^, and *hUGT1/Pparα*^−/−^ neonates at 10-days-old were orally treated for 4 consecutive days with vehicle or 50 mg/kg TCS. After 4 days, livers and blood were collected. *A*, TSB levels in *hUGT1* and *hUGT1/Car*^*−/−*^ mice. *B*, RT-qPCR of the *UGT1A1* gene in *hUGT1* and *hUGT1/Car*^*−/−*^ mice. *C*, RT-qPCR of the *Cyp2b10* gene were performed in *hUGT1* and *hUGT1/Car*^−/−^ neonates (n = 3, 3, 4, 3). *D*, Western Blot analysis of hepatic UGT1A1 and CYP2B10 were performed in *hUGT1* and *hUGT1/Car*^−/−^ neonates. GAPDH served as a loading control (n = 2). *E*, TSB levels in *hUGT1* and *hUGT1/Ppar*^*−/−*^ mice. *F*, RT-qPCR of *UGT1A1* gene expression in *hUGT1* and *hUGT1/Ppar*^*−/−*^ mice. *G*, RT-qPCR of *Cyp4a10* was performed in *hUGT1* and *hUGT1/Pparα*^−/−^ neonates (n = 5, 4, 5, 5). *H*, Western Blot analysis of hepatic UGT1A1 from *hUGT1* and *hUGT1/Pparα*^−/−^ neonates. GAPDH served as a loading control (n = 2). Results are described as mean ± S.D., determined by unpaired two-tailed Student’s *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. Individual *p* value was listed in Table S5. hUGT1, humanized *UGT1*; PPARα, peroxisome proliferator-activated receptor alpha; RT-qPCR, reverse transcription-quantitative PCR; TCS, triclosan; TSB, total serum bilirubin; UGT1A1, UDP-glucuronosyltransferase 1A1.

A similar approach was developed to examine if PPARα was linked to the induction of UGT1A1 since TCS treatment resulted in a robust increase in *Cyp4a10* gene transcripts in liver of *hUGT1* neonatal mice. When TCS was administered to *hUGT1/Pparα*^*−/−*^ mice, there was no induction of hepatic UGT1A1 or metabolism of serum bilirubin. After oral gavage of TCS to *hUGT1*/*Pparα*^*−/−*^ mice, TSB levels presented only a slight drop in *hUGT1/Pparα*^*−/−*^-treated mice compared with those that received only vehicle (Fig. 4*E*). Furthermore, in livers of *hUGT1/Pparα*^*−/−*^ mice, no induction of hepatic UGT1A1 was detected (Fig. 4, *F* and *H*). The low levels of *Cyp4a10* transcripts in *hUGT1/Pparα*^*−/−*^ mice confirms that this gene is dependent on PPARα activation (Fig. 4*G*). This finding confirms that PPARα is a key NR that becomes activated following TCS treatment and drives the expression of the *UGT1A1* gene.

### The role of hepatic ATF4 in the induction hepatic UGT1A1 following TCS treatment

We had previously demonstrated that long term exposure to TCS in adults resulted in the activation of ER stress through the PERK-ATF4 pathway, which is linked to activation of PPARα (9). When neonatal *hUGT1* mice were orally treated with TCS (50 mg/kg), the treatment resulted in the induction of ATF4 and CHOP in liver (Fig. 5*A*). To examine the association between ATF4 and UGT1A1 expression, 10-day-old *hUGT1/Atf4*^*F/F*^ and *hUGT1/Atf4*^*ΔHep*^ neonatal mice were treated by oral gavage with TCS for 4 consecutive days. 

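*Atf4* transcripts were lower in every *hUGT1/Atf4* ΔHep library than in every *hUGT1/Atf4* F/F library. Under vehicle, the mean was 61.1 ± 2.37 CPM in *hUGT1/Atf4* F/F and 19.1 ± 0.860 CPM in *hUGT1/Atf4* ΔHep livers (SD, n = 2), a log2 fold change of −1.68 (SE 0.08, adjusted p = 4.20e-05 from edgeR). Under TCS, it was 59.2 ± 0.844 and 17.4 ± 0.072 CPM (SD, n = 2), a log2 fold change of −1.76 (SE 0.08, adjusted p = 2.71e-05). *Atf4* encodes the main transcription factor of the integrated stress response and lies on chromosome 15 of GRCm38 from 80255184 to 80257541. The 5 targets drawn with it in Fig. S5*B* are *Asns*, *Phgdh* and *Psat1*, enzymes of asparagine and serine synthesis, *Cars*, an aminoacyl-tRNA synthetase, and *Trib3*, a pseudokinase. All 5 had lower means in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F mice under each treatment, but 0 passed the test over all genes. Adjusted over the list alone, 3 were lower under vehicle and 5 under TCS, although the paper does not say how the list was chosen, and if it was chosen on these libraries its direction is not independent evidence. *Asns* was at 5.13 ± 0.729 and 2.08 ± 0.320 CPM under vehicle and at 4.53 ± 1.79 and 1.53 ± 0.159 CPM under TCS (SD, n = 2), with log2 fold changes of −1.29 (SE 0.32) and −1.58 (SE 0.33) and an adjusted p of 1 for each. *Phgdh* had log2 fold changes of −0.55 (SE 0.47) under vehicle and −1.41 (SE 0.48) under TCS, and *Trib3* of −0.63 (SE 0.37) and −0.87 (SE 0.36). These sizes depend on single libraries: *Phgdh* was at −0.26 without *hUGT1/Atf4* F/F vehicle replicate 1 (vehicle), and under TCS at −0.94 without *hUGT1/Atf4* ΔHep TCS replicate 1 and −2.68 without replicate 2, and *Trib3* was at −0.41 without *hUGT1/Atf4* ΔHep vehicle replicate 2 (vehicle), and under TCS at −1.48 without *hUGT1/Atf4* ΔHep TCS replicate 1 and −0.34 without replicate 2. The median of the 5 genes was −0.55 under vehicle (adjusted p = 5.01e-05 from camera, and adjusted p = 0.372 with an estimated correlation) and −0.87 under TCS (adjusted p = 4.88e-08, and adjusted p = 0.128 with an estimated correlation). Beyond *Atf4*, the deletion changed *Rps19bp1* and *Cacna1i*, which lie 3.07 kb and 29.7 kb from *Atf4* and were named after their values were seen. *Rps19bp1* was lower, with an adjusted p of 0.0356 under vehicle and 0.00603 under TCS, and *Cacna1i*, a calcium channel gene, was higher in *hUGT1/Atf4* ΔHep mice under each treatment. These 3 genes were the ones called by edgeR in each comparison, where DESeq2 called 5 under vehicle and 7 under TCS. At an unadjusted p under 0.05 there were 391 and 431 genes, with 682 given by chance. The sex makeup of the pools also differed between the genotypes under each treatment. *Xist* was at 23.2 and 1.05 CPM in *hUGT1/Atf4* F/F and 778 and 4.50 CPM in *hUGT1/Atf4* ΔHep libraries under vehicle. Under TCS it was at 718 and 758 CPM in *hUGT1/Atf4* F/F and 0.346 and 753 CPM in *hUGT1/Atf4* ΔHep libraries. The call of *Rps19bp1* under vehicle ended in 6 of the 8 fits without 1 library (adjusted p up to 0.642) and, under TCS, without *hUGT1/Atf4* ΔHep TCS replicate 2 (log2 fold change −2.30, adjusted p = 0.110), and without *hUGT1/Atf4* F/F TCS replicate 1 the count under TCS was 10.

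**Figure D1:**
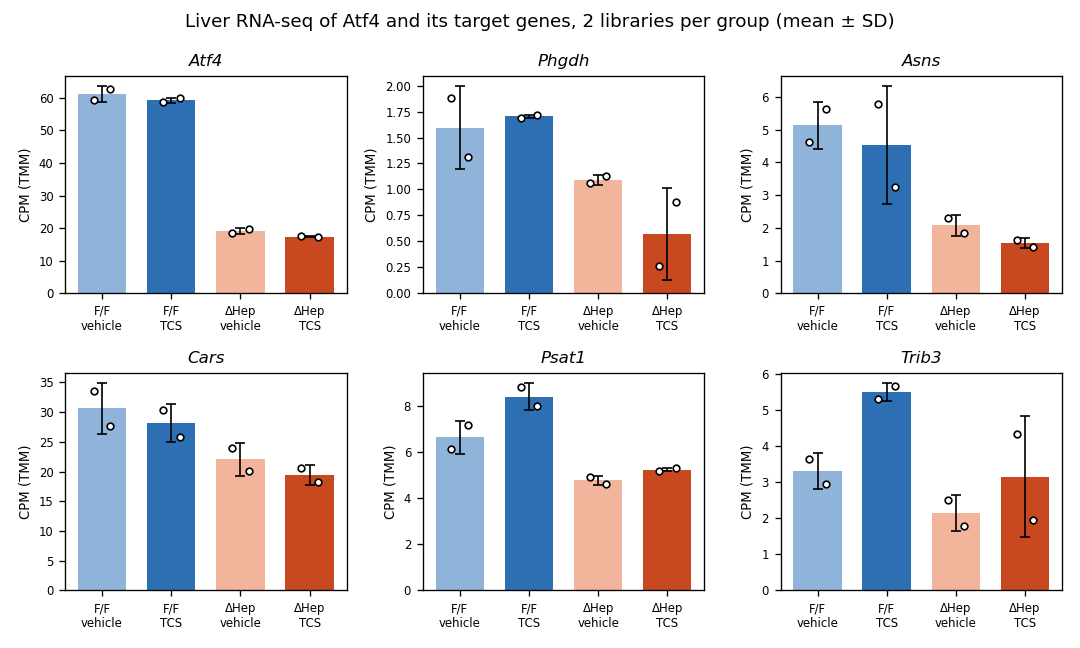
Expression of *Atf4* and the 5 targets drawn with it in Fig. S5*B*, in CPM after TMM normalization, in the 4 groups of mice. Bars show the mean, error bars the SD and points the 2 libraries of each group, and *Atf4* lies near 60 CPM in the *hUGT1/Atf4* F/F groups and under 20 CPM in the *hUGT1/Atf4* ΔHep groups.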

RT-qPCR confirmed the absence of ATF4 and RNA-seq data revealed ablation of *Atf4* and its target genes in the liver of *hUGT1/Atf4*^*ΔHep*^ mice (Fig. S5, *A* and *B*). Following TCS treatment, both *hUGT1/Atf4*^*F/F*^ and *hUGT1/Atf4*^*ΔHep*^ mice showed lower TSB levels when compared to vehicle-treated mice (Fig. 5*B*). However, the reduction of bilirubin levels in *hUGT1/Atf4*^*ΔHep*^ was far more dramatic than *hUGT1/Atf4*^*F/F*^. This finding resulted from dramatic superinduction of UGT1A1 in the TCS-treated *hUGT1/Atf4*^*ΔHep*^ neonates (Fig. 5, *C* and *D*). In addition, we examined gene expression of the other human *UGT1* genes. The human *UGT1* locus in *hUGT1* mice encodes nine unique genes (*UGT1A1*, *1A3*, *1A4*, *1A5*, *1A6*, *1A7*, *1A8*, *1A9*, and *1A10*). There is minimal expression of these genes in neonatal liver, but *UGT1A1*, *UGT1A3*, *UGT1A4*, *UGT1A6*, and *UGT1A9* are expressed constitutively in adult liver. In TCS-treated *hUGT1/Atf4*^*ΔHep*^ neonatal mice, significant superinduction of *UGT1A1*, *UGT1A3*, and *UGT1A4* occurred, with no detectable induction of *UGT1A6* or *UGT1A9* (Fig. 5*C*). 

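When both strains were treated with TCS, 7 of the 8 NRF2 target genes drawn in Fig. 5*E* had a higher mean in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F livers, and the differences were small. *Nqo1*, which encodes a quinone reductase, was at 12.5 ± 0.314 CPM in *hUGT1/Atf4* F/F and 16.7 ± 2.85 CPM in *hUGT1/Atf4* ΔHep livers (SD, n = 2), a log2 fold change of 0.40 (SE 0.13, 95% interval 0.10 to 0.70) that was 0.23 without *hUGT1/Atf4* ΔHep TCS replicate 1 and 0.58 without replicate 2, and the interaction given below for this gene moved alike. *Ugt2b35*, a UDP-glucuronosyltransferase, and *Gstm1*, a glutathione S-transferase, had log2 fold changes of 0.19 (SE 0.09) and 0.17 (SE 0.07, 95% interval 0.0017 to 0.34), the latter 0.10 without *hUGT1/Atf4* ΔHep TCS replicate 1. Those of *Gsta2* (0.13, SE 0.30), the peroxidase genes *Prdx1* (0.08, SE 0.06) and *Gpx4* (0.04, SE 0.07), and *Tnfrsf1a* (0.02, SE 0.08) were no larger than about their errors, and that of *Txn1*, thioredoxin, was −0.03 (SE 0.07). None of the 8 differences passed edgeR's test, with an adjusted p of 1 for each (0 also when adjusted over the list alone), and 2 of the 8, *Nqo1* and *Gstm1*, had an unadjusted p under 0.05. In the paper's RT-qPCR of *Nqo1*, *Gstm1* and *Slc7a11* (Fig. S5*C*), a separate measurement, the TCS-treated strains differed for each gene with p under 0.05 by *t* test. As a list, the median was 0.11 (adjusted p = 0.0514 from camera, and adjusted p = 0.581 with an estimated correlation), and the paper does not say whether the list was chosen on these samples, in which case its direction would not be independent evidence. TCS itself raised 2 of the 8 in *hUGT1/Atf4* F/F livers and 3 in *hUGT1/Atf4* ΔHep livers (6 and 7 when adjusted over the list alone). Of these calls, those of *Gstm1* stood in each fit without 1 library, that of *Prdx1* in *hUGT1/Atf4* F/F mice ended in all 8 (adjusted p 0.0930 to 0.282) and, in *hUGT1/Atf4* ΔHep mice, those of *Gsta2* ended in 7 (without *hUGT1/Atf4* ΔHep TCS replicate 1 it stood, adjusted p = 0.0380) and of *Prdx1* without each of the 4 *hUGT1/Atf4* ΔHep libraries (adjusted p up to 0.235). The medians were 0.27 (adjusted p = 1.23e-06, and adjusted p = 0.0592 with an estimated correlation) and 0.40 (adjusted p = 3.09e-08, and adjusted p = 0.0385 with an estimated correlation). *Gstm1* rose in both strains, by log2 fold changes of 0.81 and 0.91 (SE 0.08 each). *Nqo1* changed by 0.25 (SE 0.13, adjusted p = 0.587) and 0.65 (SE 0.13, adjusted p = 0.0907), and the difference between these effects was 0.40 (SE 0.19, adjusted p = 1.00). For the 8 genes, the difference between the effects of TCS in the 2 strains had a median of 0.07 (adjusted p = 0.206), which was 0.118 without *hUGT1/Atf4* F/F vehicle replicate 1 and 0.031 without replicate 2. With 1 library left out, the sign of the difference between the strains turned for *Gpx4* without *hUGT1/Atf4* ΔHep TCS replicate 1 (−0.02), for *Gsta2* without *hUGT1/Atf4* ΔHep TCS replicate 2 (−0.37), for *Txn1* without *hUGT1/Atf4* F/F TCS replicate 2 (0.02) and for *Tnfrsf1a* without *hUGT1/Atf4* F/F TCS replicate 1 (−0.08). The sex makeup of the TCS-treated pools also differed between the strains. *Xist* was at 718 and 758 CPM in *hUGT1/Atf4* F/F and 0.346 and 753 CPM in *hUGT1/Atf4* ΔHep libraries. *Nqo1* lies on chromosome 8 of GRCm38 from 107388225 to 107403206.

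**Figure D2:**
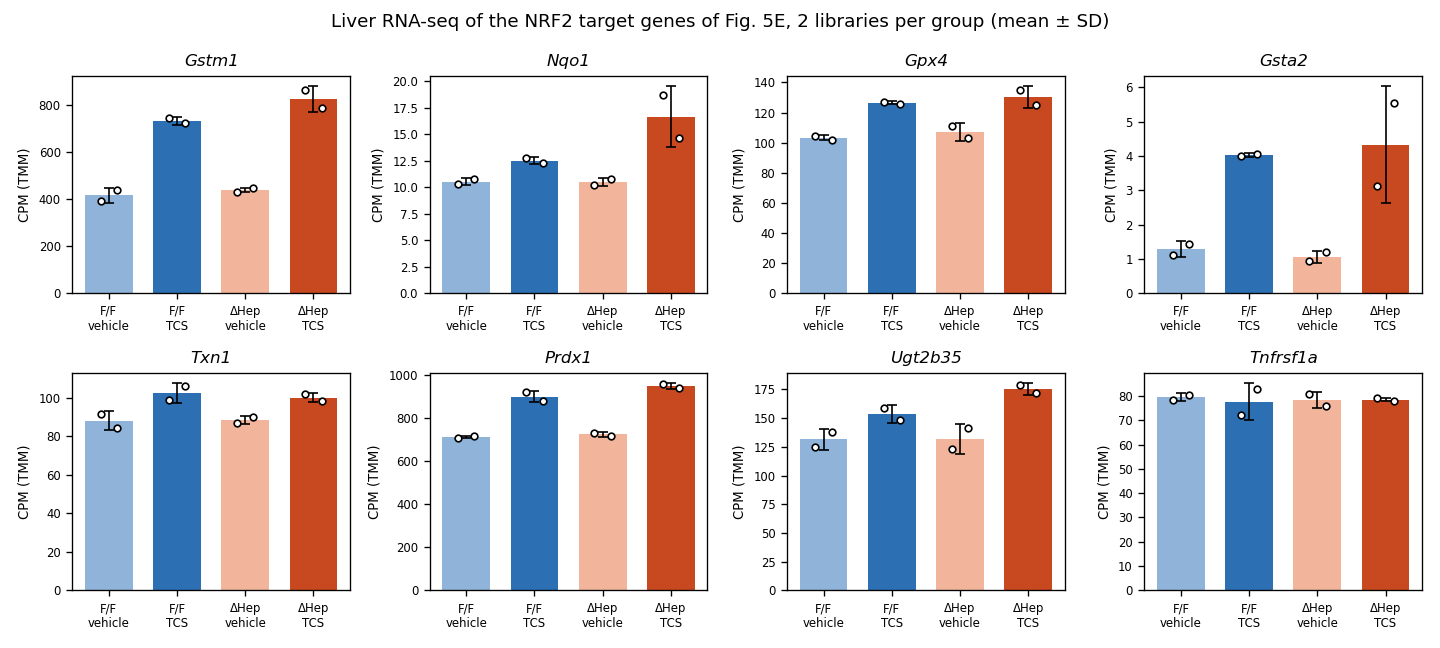
Expression of the 8 NRF2 target genes drawn in Fig. 5*E*, in CPM after TMM normalization, in the 4 groups of mice. Bars show the mean, error bars the SD and points the 2 libraries of each group, and the TCS-treated groups of *Nqo1* have means of 12.5 and 16.7 CPM.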

Average expression of RNA-seq data showed that *hUGT1/Atf4*^*ΔHep*^ presented increased Nrf2 target genes when compared to *hUGT1/Atf4*^*F/F*^ when both were treated with TCS. On the contrary, the average expression of PPARα, CAR, and PXR target genes were similar between both strains treated with TCS (Fig. 5*E*). 

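The 6 PPARα, CAR and PXR target genes drawn in Fig. 5*E* had slightly lower means in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F livers after TCS, and none of the differences passed the test. *Cyp2b10*, the CAR target, was at 103 ± 26.6 CPM in *hUGT1/Atf4* F/F and 88.8 ± 10.8 CPM in *hUGT1/Atf4* ΔHep livers (SD, n = 2), a log2 fold change of −0.21 (SE 0.17). *Cyp3a11*, the PXR target, was at 4042 and 3781 CPM, a log2 fold change of −0.10 (SE 0.10), and *Cyp2c55* had a log2 fold change of −0.25 (SE 0.17). Of the PPARα targets, the fatty acid hydroxylase gene *Cyp4a10* was at 1817 ± 480 and 1419 ± 162 CPM (SD, n = 2), a log2 fold change of −0.36 (SE 0.19, 95% interval −0.78 to 0.06) that was −0.60 without *hUGT1/Atf4* F/F TCS replicate 1 and −0.057 without replicate 2. Without *hUGT1/Atf4* F/F TCS replicate 2, the value of *Cyp4a14* was −0.064 and that of *Cyp2c55* −0.070, and *Ehhadh* was at −0.0035 without *hUGT1/Atf4* ΔHep TCS replicate 1. *Cyp4a14* and *Ehhadh* had log2 fold changes of −0.31 (SE 0.17) and −0.15 (SE 0.12). The adjusted p from edgeR was 1 for each of the 6, and 0 passed when adjusted over the list alone. Their median was −0.23 (adjusted p = 0.0514 from camera, and adjusted p = 0.828 with an estimated correlation). The list was lower, past the threshold of 0.05, without *hUGT1/Atf4* F/F TCS replicate 1 (−0.43, adjusted p = 0.000706) or *hUGT1/Atf4* ΔHep TCS replicate 2 (−0.33, adjusted p = 0.0167) and with the replicate number as a block. The sign turned without *hUGT1/Atf4* F/F TCS replicate 2 for *Cyp2b10* (0.09) and *Cyp3a11* (0.05), and without *hUGT1/Atf4* ΔHep TCS replicate 1 for *Cyp3a11* (0.01), and the *Cyp* genes have close paralogs with which they may share reads.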

We validated these findings with RT-qPCR (Fig. S5, *C* and *D*). Our findings indicate that while TCS may activate PPARα as the driving force in the induction of hepatic UGT1A1, the absence of ATF4 is leading to an increase in ROS production and consequently superinduction of UGT1A1, UGT1A3, and UGT1A4 in neonatal *hUGT1* mice. This finding may also explain why the levels of UGT1A1 in neonates are developmentally delayed.

**Figure 5:**
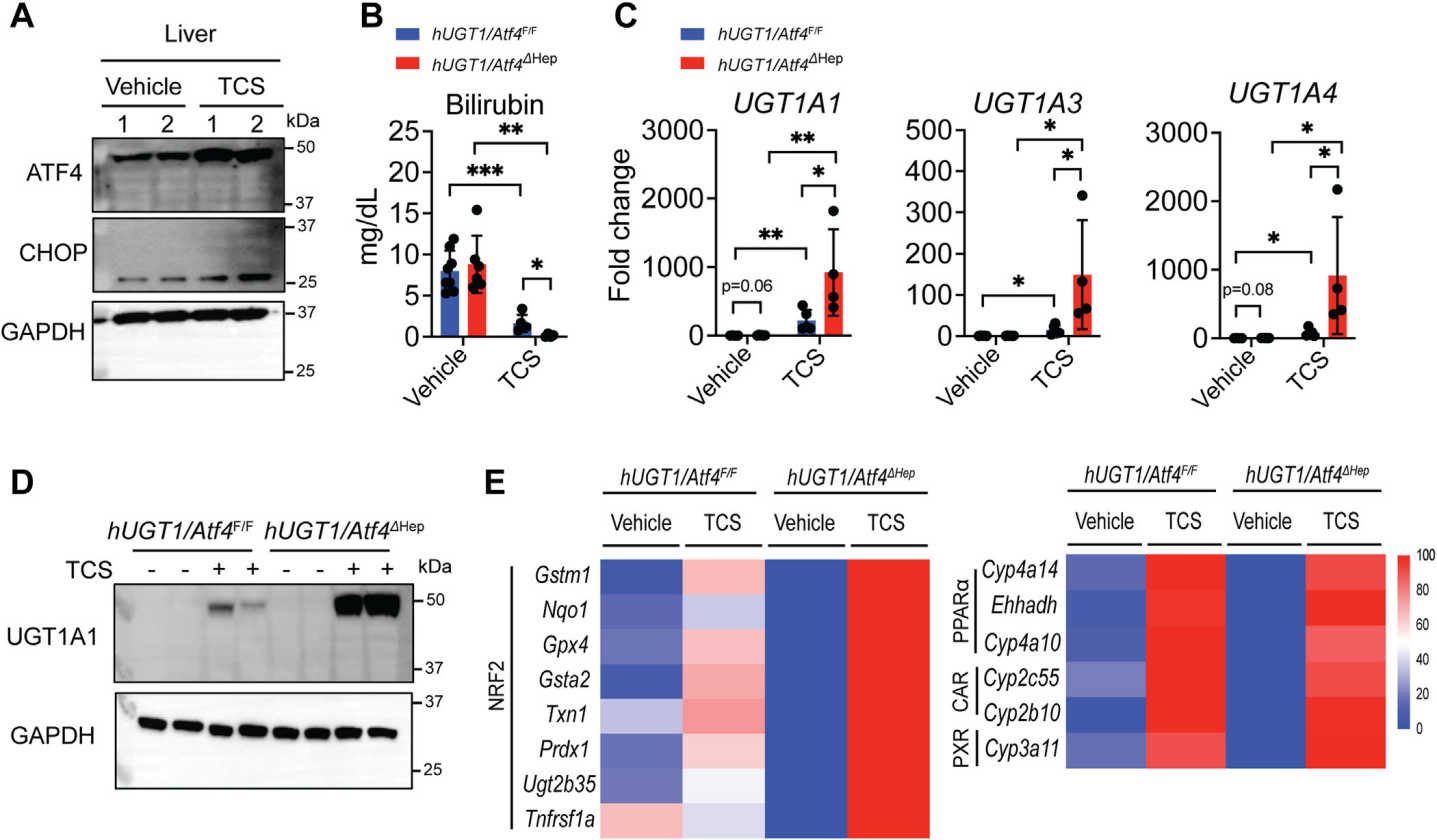
**ATF4 deletion contributes toward TCS-mediated induction of UGT1A1 and other human UGT1A genes.***hUGT1/Atf4*^*F/F*^ and *hUGT1/Atf4*^*ΔHep*^ neonatal mice at 10 days old were orally treated by 4 consecutive days with vehicle or 50 mg/kg TCS. After 4 days, livers and blood were collected. *A*, Western Blot analysis of ATF4 and CHOP in liver of *hUGT1* treated with 4 consecutive days with vehicle or 50 mg/kg of TCS (n = 2). GAPDH served as a loading control. *B*, TSB levels of *hUGT1/Atf4*^*F/F*^ and *hUGT1/Atf4*^*Δhep*^ neonatal mice treated with TCS by oral gavage (n = 8, 6, 5, 4). *C*, RT-qPCR of hepatic *UGT1A1*, *UGT1A3*, and *UGT1A4* gene expression (n = 5, 6, 5, 4). *D*, Western Blot analysis of hepatic UGT1A1 (n = 2). GAPDH served as a loading control. *E*, heatmaps of the average expression of NRF2, PPARα, CAR, and PXR target genes. Results are described as mean ± S.D., determined by unpaired two-tailed Student’s *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01 and ∗∗∗*p* < 0.001. Individual *p* value are listed in Table S6. ATF4, activating transcription factor 4; CAR, constitutive androstane receptor; CHOP, C/EBP homologous protein; hUGT1, humanized *UGT1*; NRF2, nuclear factor erythroid derived 2-related factor 2; PPARα, peroxisome proliferator-activated receptor alpha; PXR, pregnane-X receptor; RT-qPCR, reverse transcription-quantitative PCR; TCS, triclosan; TSB, total serum bilirubin; UGT1A1, UDP-glucuronosyltransferase 1A1.

## Discussion

Long-term exposure to TCS has been linked to several metabolic diseases, including HCC and NAFLD (7, 8, 9). In addition, chronic exposure to TCS leads to ulcerative colitis, which has recently been linked to reactivation of TCS from TCS-G by specific intestinal microbial β-glucuronidase enzymes (5). Exposure of newborns to TCS may be more harmful than to adults since hepatic gene expression of *UGT1A1* and other human *UGT1A* genes are repressed shortly after birth and during the neonatal period (38). In addition, metabolic profiles in newborn liver are dramatically different from that of adults (39). Epidemiology findings have confirmed the presence of TCS in human breastmilk (6, 40) and recent findings showed that lactational delivery of TCS is linked to pediatric steatotic liver disease in newborn mice (9). In addition, lactational TCS exposure changes bacterial diversity and decreases microbiota alpha diversity in the human infant gut (40). While an understanding of the impact of TCS on neonatal gene expression and metabolism is limited, findings presented in this report revealed that liver ATF4 and PPARα are important players in UGT1A1 induction.

The actions of TCS on the processes leading to induction of UGT1A1 were initially investigated through identification of NR target genes that were induced following exposure. The human *UGT1A1* gene has been characterized to be responsive to a host of NRs, including LXRα, PXR, CAR, PPARα, and the AhR (14, 16, 18, 19, 21). While there is mild induction of PXR target genes, the most significant response was induction of the *Cyp2b10* and *Cyp4a10* genes, driven by activated CAR and PPARα, respectively. The deletion of CAR in *hUGT1/Car*^*−/−*^ led to the elimination of TCS-induced hepatic *Cyp2b10* gene expression, while PPARα deletion in *hUGT1/Pparα*^*−/−*^ mice resulted in elimination of induced *Cyp4a10* gene expression. Since activated CAR is known to induce human *UGT1A1* gene expression, we fully expected TCS exposure to neonatal *hUGT1* mice to lead to hepatic *UGT1A1* gene expression. Yet, in both neonatal and adult *hUGT1* mice, TCS exposure led to the induction of the *Cyp2b10* gene yet had no impact on inducing UGT1A1. Although TCS activates CAR, we can speculate that additional cofactors are needed to form a functional CAR-specific transcriptional unit for the induction of the *UGT1A1* gene that are not needed for induction of the *Cyp2b10* gene.

We had previously demonstrated that lactational delivery of TCS promotes NAFLD in newborn mice through the activation of ER stress which engages the PERK-eIF2α-ATF4-PPARα cascade (9). Additionally, TCS is unable to stimulate PPARα-directed transcriptional activation of reporter gene constructs driven by PPARα enhancer elements transfected into CV-1 cells. Thus, TCS is not a direct ligand for PPARα (7). However, the activation of PPARα by Pirinixic acid (WY-14643), a potent PPARα ligand, can induce UGT1A1, UGT1A3, UGT1A4, and UGT1A6 in the liver of *hUGT1* mice (21) in a fashion that resembles induction of these genes by TCS. In addition, activation of PPARα by TCS in liver leads to fatty acid metabolism, lipogenesis, and ketogenesis. When we treated *Pparα*^*−/−*^ mice with TCS, these liver functions were abrogated (9). When *hUGT1* mice were treated with TCS, hepatic *Cyp4a10* was significantly induced, indicating that oral TCS does lead to the activation of PPARα. To understand if PPARα activation by TCS underlies induction of hepatic UGT1A1, we treated both *hUGT1* and *hUGT1/Pparα*^*−/−*^ with TCS. In the absence of PPARα, there was no expression of hepatic UGT1A1 following TCS exposure. With TCS not serving as a direct PPARα ligand, we propose that its activation is advanced by activation of ER stress and the PERK-elF2α-ATF4-PPARα cascade (9).

To investigate this possibility further, we examined the actions of ATF4 in the induction of UGT1A1. Induction of ATF4 by TCS in mice on a high-fat diet leads to fat accumulation in hepatic tissue (8). In adult mice, when we targeted the deletion of ATF4 in *Atf4*^*ΔHep*^ mice, the high-fat diet combined with TCS treatment did not accumulate hepatic fatty acids (8). Free fatty acids are PPARα endogenous ligands. In our experiments, 10-day-old neonatal mice are still nursing through lactation and receiving a high-fat diet through breast milk. Thus, treatment of 10-day-old neonatal mice with TCS simulates experiments conducted in adults who are on a high-fat diet. Since ATF4 is induced in concordance with induction of hepatic UGT1A1 in 10-day-old *hUGT1* neonatal mice, we examined the role of ATF4 in the induction process. Following TCS treatment, UGT1A1 was induced in liver tissue from *hUGT1/Atf4*^*F/F*^ mice. However, when we treated 10-day-old *hUGT1/Atf4*^*ΔHep*^ mice with TCS, there was a dramatic induction of liver *UGT1A1* gene expression that could be reflected as superinduction of UGT1A1. Since the induction of UGT1A1 in *hUGT1* mice is far less than observed in *hUGT1/Atf4*^*F/F*^ mice, it can be interpreted that ATF4 is functioning in part to suppress the underlying mechanisms leading to TCS induction of liver UGT1A1.

In the absence of hepatic ATF4 (targeted liver knockout) and a rich diet of fats and lipids coming from breast milk, lipid accumulation in the liver following TCS treatment would be dramatically reduced, which we have previously demonstrated (9). Since ATF4 is a critical player in the PERK-elF2α-ATF4-PPARα pathway, the reduction in hepatic lipid accumulation would not be expected to activate PPARα leading to superinduction. However, activation of PPARα following TCS treatment is central to the induction of hepatic UGT1A1, since if it is deleted, there is no induction of UGT1A1. It is also worth noting that TCS induces UGT1A1 in both neonates and adult mice, but superinduction in *hUGT1/Atf4*^*ΔHep*^ mice only occurs in neonates (Fig. S5*E*). In addition, ATF4-driven superinduction is selective and not necessarily linked to all PPARα target genes. PPARα target genes *Cyp4a10*, *Cyp4a14*, and *Ehhadh* were slightly reduced in *hUGT1/Atf4*^*ΔHep*^ vehicle mice, yet the administration of TCS only led to induction of these genes in a pattern that was comparable to induction in *hUGT1* mice. 

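In the RNA-seq data, *Cyp4a10*, *Cyp4a14* and *Ehhadh*, genes of fatty acid hydroxylation and oxidation, rose with TCS in both genotypes by similar amounts. *Cyp4a10* had log2 fold changes of 2.19 (SE 0.19, adjusted p = 0.00142 from edgeR) in *hUGT1/Atf4* F/F and 2.25 (SE 0.19, adjusted p = 0.00133) in *hUGT1/Atf4* ΔHep livers. Those of *Cyp4a14* were 1.46 (SE 0.17, adjusted p = 0.00664) and 1.47 (SE 0.17, adjusted p = 0.00653), and those of *Ehhadh* were 1.78 (SE 0.13) and 1.73 (SE 0.13, adjusted p = 0.000668). The difference between the genotypes in the effect of TCS was 0.07 for *Cyp4a10* (SE 0.26, 95% interval −0.53 to 0.66), 0.0042 for *Cyp4a14* (SE 0.24, 95% interval −0.53 to 0.54) and −0.05 for *Ehhadh* (SE 0.18, 95% interval −0.45 to 0.35), with an adjusted p of 1.00 for each. The upper bounds of these intervals mark the largest further rise in *hUGT1/Atf4* ΔHep mice that was not excluded at that level. Under vehicle, *Cyp4a10* was at 399 ± 85.3 CPM in *hUGT1/Atf4* F/F and 297 ± 14.7 CPM in *hUGT1/Atf4* ΔHep livers (SD, n = 2), a log2 fold change of −0.42 (SE 0.19, 95% interval −0.85 to 0.0003) that was −0.19 without *hUGT1/Atf4* F/F vehicle replicate 1 and −0.63 without replicate 2. *Cyp4a14* was at 923 and 741 CPM, a log2 fold change of −0.32 (SE 0.17, 95% interval −0.70 to 0.06). *Ehhadh* had a log2 fold change of −0.11 (SE 0.13, 95% interval −0.39 to 0.18) that was −0.20 without *hUGT1/Atf4* ΔHep vehicle replicate 1 and −0.017 without replicate 2, and the adjusted p of each of the 3 differences was 1. In the paper's RT-qPCR of these 3 genes (Fig. S5*D*), a separate measurement, the vehicle-treated strains differed with p under 0.05 by *t* test. Of the wider list of 40 PPARα targets, 4 had a higher mean in vehicle-treated *hUGT1/Atf4* ΔHep than *hUGT1/Atf4* F/F livers and 0 passed the test (median −0.08, adjusted p = 0.00207 from camera, and adjusted p = 0.829 with an estimated correlation). The sign of the difference between the TCS effects turned for *Cyp4a10* without *hUGT1/Atf4* F/F vehicle replicate 1 (−0.17), *hUGT1/Atf4* F/F TCS replicate 1 (−0.18) or *hUGT1/Atf4* ΔHep TCS replicate 2 (−0.06). It turned for *Cyp4a14* without *hUGT1/Atf4* F/F vehicle replicate 1 (−0.10), *hUGT1/Atf4* F/F TCS replicate 1 (−0.21), *hUGT1/Atf4* ΔHep vehicle replicate 2 (−0.04) or *hUGT1/Atf4* ΔHep TCS replicate 2 (−0.23). For *Ehhadh* it turned without *hUGT1/Atf4* F/F vehicle replicate 2 (0.01), *hUGT1/Atf4* F/F TCS replicate 2 (0.09), *hUGT1/Atf4* ΔHep vehicle replicate 1 (0.05) or *hUGT1/Atf4* ΔHep TCS replicate 1 (0.10), and with the sex makeup covariate (0.30). The call of *Cyp4a14* in *hUGT1/Atf4* F/F mice ended without *hUGT1/Atf4* F/F vehicle replicate 2 (1.37, adjusted p = 0.0784), and in *hUGT1/Atf4* ΔHep mice without either of their vehicle libraries (1.51 and 1.43, adjusted p = 0.0807 and 0.0941). With the sex makeup covariate, the calls in *hUGT1/Atf4* F/F mice of *Cyp4a10* (adjusted p = 0.0539) and *Cyp4a14* (adjusted p = 0.226) ended. *Cyp4a10* lies on chromosome 4 of GRCm38 from 115518264 to 115533649, near its paralog *Cyp4a14* from 115486200 to 115496142, with which it may share reads.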

The deletion of ATF4 followed by TCS exposure did not result in superinduction of these genes. Along with the *UGT1A1* gene, superinduction in *hUGT1/Atf4*^*ΔHep*^ mice also occurred with other *UGT1A* genes, including UGT1A3 and UGT1A4. The other *UGT1A* genes expressed in liver tissue, that included UGT1A6 and UGT1A9, did not result in superinduction. 

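In TCS-treated mice, most genes of the integrated stress response and most cytosolic aminoacyl-tRNA synthetases had lower means in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F livers, but none passed the test over all genes, and both lists passed camera with the preset correlation and not with an estimated one. Of 32 genes of the integrated stress response, which include the 5 targets of Fig. S5*B* but not *Atf4* itself, 26 had a lower mean in *hUGT1/Atf4* ΔHep livers and 0 passed the test (4 were lower when adjusted over the list alone). *Atf5*, a stress-response transcription factor, had a log2 fold change of −0.43 (SE 0.06, adjusted p = 0.146 from edgeR), and DESeq2 and the fit without a filter called it. The median of the list was −0.22 (adjusted p = 1.15e-06 from camera, and adjusted p = 0.128 with an estimated correlation). Of 20 aminoacyl-tRNA synthetases, 17 had a lower mean and 0 passed the test (4 were lower when adjusted over the list alone), with log2 fold changes of −0.51 (SE 0.11) for *Mars* and −0.37 (SE 0.08) for *Nars*. Their median was −0.09 (adjusted p = 0.00239, and adjusted p = 0.828 with an estimated correlation). Among 32 NRF2 targets, a list fixed without regard to Fig. 5*E*, 20 had a higher mean and 0 passed the test by either adjustment. Among these were *Ephx1*, an epoxide hydrolase, at 0.39 (SE 0.12) and *Gstm3* at 0.31 (SE 0.09), and the median was 0.06 (adjusted p = 0.0767, and adjusted p = 0.649 with an estimated correlation), or 0.033 without *hUGT1/Atf4* F/F TCS replicate 1. Of 17 other antioxidant enzymes, 11 had a higher mean and 0 passed the test by either adjustment (median 0.04, adjusted p = 0.556). Of 40 PPARα targets, 3 had a higher mean and 0 passed the test (1 was lower when adjusted over the list alone, adjusted p = 0.00118 from camera, and adjusted p = 0.963 with an estimated correlation). Their median of −0.09 was near 0 without *hUGT1/Atf4* F/F TCS replicate 2 (0.0024, adjusted p = 0.985), without *hUGT1/Atf4* ΔHep TCS replicate 1 (−0.0048, adjusted p = 0.678) and with the sex makeup covariate (−0.01, adjusted p = 0.518). Of 10 markers of stellate cells and fibroblasts, 8 had a lower mean in the *hUGT1/Atf4* ΔHep livers (3 lower when adjusted over the list alone, median −0.30, adjusted p = 0.00202, and adjusted p = 0.649 with an estimated correlation), and all 7 acinar cell markers had a higher one (1 higher when adjusted over the list alone, median 1.08, adjusted p = 0.00306, and adjusted p = 0.828 with an estimated correlation).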

RNA-seq analysis revealed that ATF4 has a protective role in the liver when mice are exposed to TCS. Previous studies demonstrated that deletion of ATF4 and exposure to TCS increases the expression of 4-hydroxynonenal and malondialdehyde, biomarkers of lipid peroxidation (33, 41). 4-hydroxynonenal is considered to be one of the major generators of ROS and oxidative stress (42). Consequently, an increase in ROS production and oxidative stress leads to an activation of Nrf2, which is the major transcriptional regulator of redox homeostasis (35). Of note, previous studies in our laboratory demonstrated that the generation of ROS caused by arsenic and isothiocyanates leads to the activation of Nrf2 and consequently induction of UGT1A1 (23, 24).

Lactational and oral exposure of neonatal *hUGT1* mice to TCS has a significant impact on NRs and transcriptional factors in the liver. We have confirmed that UGT1A1 induction by TCS is exclusively in the liver, and PPARα is a key NR involved in this process. We proposed in previous studies the presence of an ATF4-PPARα axis which is activated following TCS exposure (8, 9). Based upon our findings, ATF4 also plays an important role in the induction of UGT1A1. The deletion of ATF4 in the liver increases ROS production in the liver of mice exposed to TCS. The generation of ROS activates the target genes of activated Nrf2. The superinduction of UGT1A1 that we observed in *hUGT1/Atf4*^*ΔHep*^ suggests that ATF4 protects the liver from excessive oxidative stress in the neonatal stage. Superinduction also provides evidence that the expression of ATF4 in neonatal *hUGT1* hepatic tissue may play an important role in the developmental repression of UGT1A1.

## Experimental procedures

### Animals and treatment

Transgenic mice expressing the human *UGT1* locus in a *Ugt1*^*−/−*^ background (*hUGT1*) were developed previously (15). The Car-null (*Car*^−/−^) mice was a generous gift from Masahiko Negishi (National Institute of Environmental Health Sciences). *hUGT1/Car*^*−/−*^ mice were constructed crossing *hUGT1* with *Car*^*−/−*^. The *Pparα*-null (*Pparα*^*−/−*^) mice were purchased from Jackson Laboratory, and *hUGT1/Pparα*^*−/−*^ mice were constructed crossing *hUGT1* with *Pparα*^−/−^ mice. *Atf4*^F/F^ mice were a generous gift from Dr Christopher M. Adams (University of Iowa). These mice were intercrossed with *Alb-Cre* mice to generate *Atf4*^F/F^ and *Atf4*^*ΔHep*^ mice as previously described (9). *Atf4*^*ΔHep*^ mice were crossbred with *hUGT1* mice to obtain *hUGT1/Atf4*^*F/F*^ and *hUGT1/Atf4*^*ΔHep*^ mice. All mouse lines were in the C57BL/6 genetic background and housed in a pathogen-free UCSD Animal Care Facility and received food and water *ad libitum*. The protocols for mouse handling and procedures were approved by the UCSD Animal Care (S99100) and Use Committee (IACUC), and these protocols were conducted in accordance with federal regulations. In neonatal studies, male and female pups at 10 days old with body weight between 6.0 g and 8.0 g were used. Each experimental finding was obtained from at least two different litters. In each litter, mice were randomly divided into control and treated groups. Littermate controls were used for all experiments. The sample size calculation was based on serum TSB levels from vehicle and treated mice. We have employed the website (https://clincalc.com/stats/samplesize.aspx) for sample size calculations. The power of the experiment was set to 90%, and the calculated N value for each group is 3. Therefore, we used at least three mice in each group in the following experiments.

For breastfeeding studies, male and female mating *hUGT1* mice were fed normal chow with 120 ppm (0.012%) TCS (Sigma-Aldrich, 72779) dissolved in DMSO (10%) and water (90%). Vehicle groups received only DMSO in water (9). This diet was continued after birth and for the next 14 days, at which time vehicle and TCS breastfed newborn mice were sacrificed, and their livers, small intestine, and blood were collected for further analysis. Blood bilirubin levels and tissues, gene expression, and protein levels were quantitated. To analyze the delivery of TCS by lactation, we performed a foster study. Seven-day-old neonatal mice born from control females were transferred to a cage with nurturing females fed with TCS (Veh foster). Also, 7-day-old neonatal mice born from TCS breastfed mice were transferred to a cage where the mice were not receiving TCS (TCS foster).

For dose-dependent studies in neonates, 10-day-old *hUGT1* mice were treated by oral gavage with vehicle or 25, 50, and 100 mg/kg TCS for 4 consecutive days. In studies using *hUGT1*/*Pparα*^*−/−*^, *hUGT1/Car*^*−/−*^, and *hUGT1/Atf4*^*ΔHep*^ mice, 10-day-old mice were treated by oral gavage with vehicle or 50 mg/kg TCS, for 4 consecutive days. After treatment, neonatal mice were sacrificed, and blood, livers, and small intestines were collected and subjected to further analysis.

For adult treatment, 6-weeks-old hUGT1, *hUGT1*/*Pparα*^*−/−*^, and *hUGT1/Atf4*^*ΔHep*^ mice were treated by oral gavage with vehicle or 50 mg/kg TCS, for 4 consecutive days. After treatment, adult mice were sacrificed, and blood and livers were collected and subjected to further analysis.

### Bilirubin measurements

Serum was collected from the mandibular vein in neonates, allowed to clot in an Eppendorf tube, and centrifuged at 14,000*g* for 2 min. The serum samples were used to measure bilirubin levels (mg/dl) using a Unistat Bilirubinometer (Reichert, Inc).

### Serum TCS by liquid spectrometry (HPLC)

To each sample, 20 μl of serum was transferred to a clean 1.5 ml microfuge tube. To each sample, 80 μl of ethanol extraction solvent containing 250 nM of ^13^C-labeled TCS was added. Samples were then vortexed at 2000 rpm for 5 min at 4 °C to allow for protein precipitation followed by centrifugation at 14,000 rpm for 5 min at 4 °C. For each sample, 75 μl of supernatant was transferred to an amber glass HPLC vial (P/N 92-5182-0716) containing a Wheaton 300 μl (P/N 11-0000-100) glass insert. Samples were stored at 4 °C in a Thermo Scientific Vanquish UHPLC autosampler until analysis by LC-MS/MS. Samples were processed and analyzed as previously described (9).

### RT-qPCR and RNA sequencing

Tissue samples were homogenized in 1 ml TRIzol Reagent (Thermo Fisher Scientific, 15596026) and total RNA was isolated. Using iScript Reverse Transcriptase (Bio-Rad, 1708891), 1 μg of total RNA was used for the generation of cDNA in a total volume of 8 μl as outlined by the manufacturer. Following cDNA synthesis, quantitative PCR was carried out on a CFX96 qPCR system by using Ssoadvanced SYBR Green reagent (Bio-Rad, 1725274). All primers used were purchased from Integrated DNA technology and the sequences are in Table S1.

For RNA-sequencing, 14-day-old *h*UGT1/*Atf4*^*F/F*^ and *hUGT1/Atf4*^*ΔHep*^ mice were treated with vehicle or TCS (50 mg/kg for 4 consecutive days) and the liver samples were collected for total RNA isolation. The extracted RNA samples from two mice were combined to represent a single sample. For four groups, RNA-seq analysis was run on two samples per group (four mice for each treatment). The sequencing library for each sample was prepared and analyzed as previously described (24).

### Western blot analysis

Liver tissue (0.1 mg) was homogenized in 0.4 ml 1 X RIPA lysis buffer (EMD Millipore, 20-188) supplemented with protease and phosphatase inhibitors (Thermo Fisher Scientific, 87786 and 78420). For cell fractionation analysis, 0.4 g minced liver tissue were homogenized in 0.5 ml buffer A (10 mM Hepes, 1.5 Mm MgCl_2_, 10 mM KCl, and 0.5 mM DTT, and 0.05% Igepal, pH 7.9) supplemented a with protease and phosphatase inhibitor cocktail. After homogenization, liver homogenates were centrifuged at 3500*g* for 10 min at 4 °C, and the supernatants (cytosolic fraction) were transferred to a new tube and kept at −80 °C until further analysis. For isolated nuclear fractions, the pellets were resuspended in 0.2 ml of buffer B (5 Mm Hepes, 1.5 Mm MgCl_2_, 0.2 mM EDTA, 0.5 mM DTT, and 26% glycerol, pH 7.9) supplemented with 300 mM NaCl, and each sample was sonicated three times. After sonication, the samples were centrifuged 15,000*g* for 20 min at 4 °C, and the supernatants (nuclear fraction) transferred to a new tube and kept at −80 °C until further analysis.

Western blot analysis was performed using NuPAGE 4 to 12% BisTris-polyacrylamide gels (Thermo Fisher Scientific, NW04127BOX) with the protocols described by the manufacturer. Protein (30 μg) was subject to electrophoresis at 170 V for 50 min and the proteins transferred at 20 V for 2 h to PVDF membranes (EMD Millipore, IPVH00010). Membranes were blocked with 5% non-fat milk at room temperature for 1 h and incubated with primary antibodies, at 4 °C overnight. Primary antibodies used for Western Blotting were rabbit anti-UGT1A1 (Abcam, ab170858), rabbit anti-ATF4 (Cell Signaling, CS11815), mouse anti-GAPDH (Santa Cruz Technologies, sc-32233), rabbit anti-CHOP (Cell Signaling, CS5554), rabbit anti-CAR (Abclonal, A1970), and rabbit anti-CYP2B10 (a kind gift from Dr Masahiko Negishi, NIEHS). Membranes were washed and exposed to HRP-conjugated secondary antibodies (anti-mouse IgG, anti-rabbit IgG and anti-goat, Cell Signaling Technology) for 1 h at room temperature. All primary antibodies were diluted 1:1000, and all secondary antibodies were diluted 1:3000. Protein was detected by the ECL Plus Western blotting detection system and was visualized by the Bio-Rad ChemiDoc Touch Imaging System. All Western blot pictures were cropped by using Image Lab 5.2.1 software. The relative expression of all Western blot bands is reported in Tables S11–S17.

### Histology and immunohistochemistry

To analyze liver morphology, tissue samples were fixed in 10% buffered formalin phosphate (Fisher Chemicals, SF100-4), transferred to 70% ethanol, and processed at the UCSD Tissue Technology. Samples were embedded in paraffin, sliced into 5 μm sections, and stained with H&E (hematoxylin and eosin). For the staining of UGT1A proteins (Santa Cruz Technologies, sc-271268), paraffin liver sections were prepared in the UCSD Tissue Technology. Formalin-fixed, paraffin-embedded liver slides were deparaffinized and rehydrated, using xylene followed by alcohol and PBS washings. Antigen retrieval of tissue slides and the immunohistochemical staining with a primary antibody, secondary biotinylated antibody (BD Pharmingen, 550337), and Avidin D (Vector Laboratories, A-2004) were achieved as described previously (7). Primary antibody was diluted 1:100, and secondary antibody was diluted 1:200. The images were captured on an upright light/fluorescent microscope (Zeiss) equipped with AxioCam camera.

### Statistical analyses

Data are represented as mean ± standard deviation (SD). For all data, we used Shapiro–Wilk test to verify the normality of data; when data are normally distributed, statistical significance was determined using unpaired two-sided Student’s *t* test, otherwise, significance was determined by Wilcoxon–Mann–Whitney test. *p* values <0.05 were considered statistically significant, and statistically significant differences are indicated with ∗*p* < 0.5; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. Statistical analyses were performed using GraphPad 9.1.0. The results of all statistical comparisons between groups and number of samples are indicated in each figure with exact *p* values shown in Tables S2–S10.

## Data availability

The data reported in this paper have been deposited in the Gene Expression Omnibus database with the accession code GSE264293. All other data generated or analyzed during this study are available from the corresponding author on reasonable request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Triclosan administration to humanized UDP-glucuronosyltransferase 1 neonatal mice induces UGT1A1 through a dependence on PPARα and ATF4
**Source:** J Biol Chem. 2024 May 4;300(6):107340. doi: 10.1016/j.jbc.2024.107340
**Supplement:** Supplemental Figures S1–S5 and Tables S1–S17

**SUPPORTING INFORMATION**

**Triclosan administration to *humanized UDP-glucuronosyltransferase1* neonatal mice induces UGT1A1 through a dependence on PPARα and ATF4**

André A. Weber^1^, Xiaojing Yang^1^, Elvira Mennillo^1^, Samantha Wong^1^, Sabrina Le^1^, Jia Ying Ashley Teo^1^, Max Chang^2^, Christopher Benner^2^, Jeffrey Ding^2^, Mohit Jain^2^, Shujuan Chen^1^, Michael Karin^3^, Robert H. Tukey^1^.

**Running Title**: PPARα and ATF4 regulate glucuronidation of TCS in neonates.

**
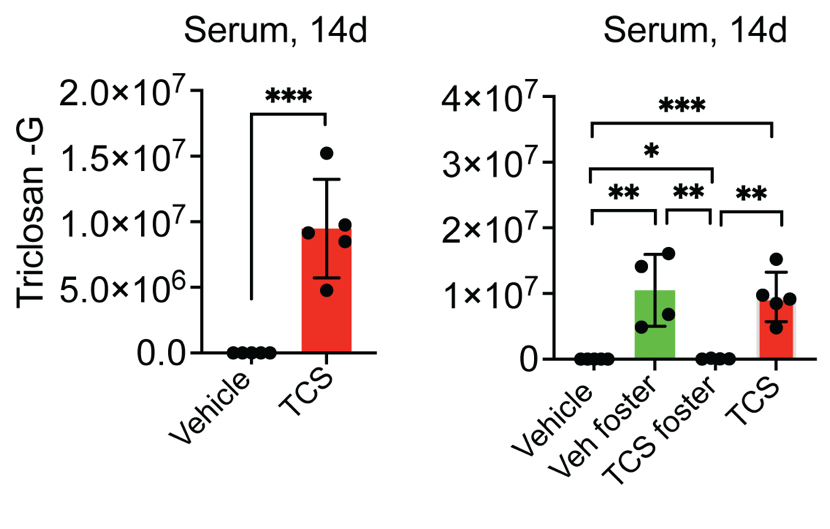
**

**Supporting Figure 1. TCS glucuronide (TCS-G) levels.** TCS-G levels in neonatal mice treated through lactation (n=5) and foster experiment (vehicle and TCS, n=5 and veh foster and TCS foster, n=4). Results are described as mean ± SD. *p<0.05, **p<0.01, ***p<0.001, Student’s t test. Individual P value was listed in supporting information table S7.

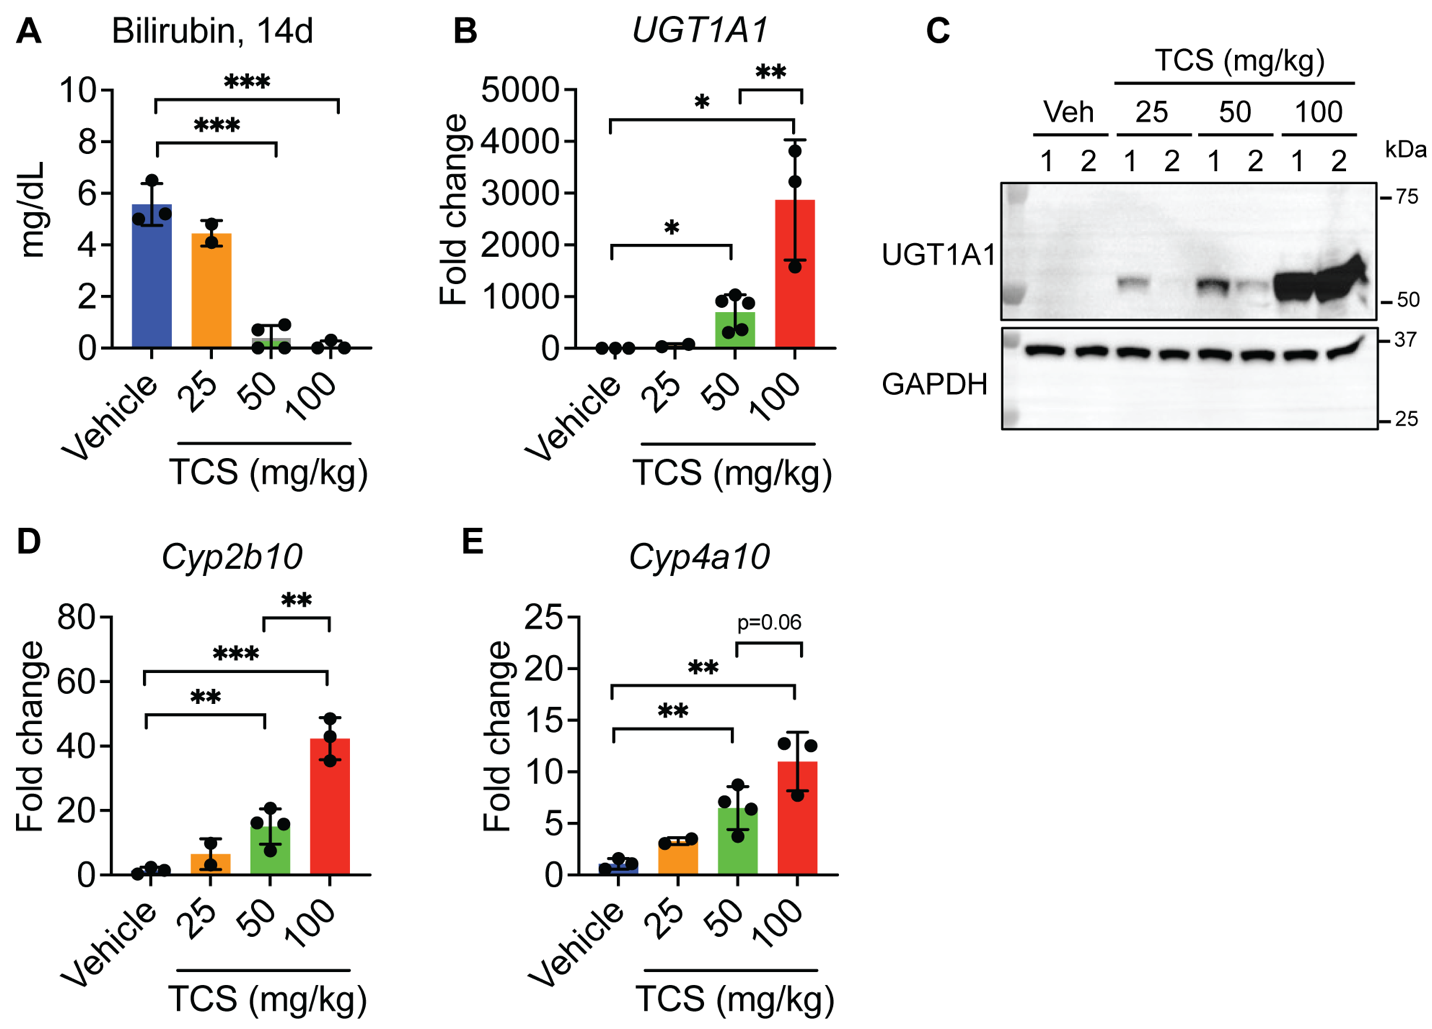

**Supporting Figure 2. Dose dependent TCS oral gavage studies**. 10 days-old *hUGT1* mice were treated with a range of TCS concentrations (25, 50 and 100 mg/kg) for four consecutive days. After treatment, the neonates were sacrificed, and serum and liver were collected for analysis. (**A**) TSB levels (n=3, 2, 4, 3). (**B**) Fold change of hepatic *UGT1A1* expression (n=3, 2, 5, 3). (**C**) Western blot analysis of UGT1A1 in the liver. GAPDH was used as loading control (n=2 per group). (**D**) Fold change of hepatic *Cyp2b10* expression (n=3, 2, 4, 3). (**E**) Fold change of hepatic *Cyp4a10* expression (n=3, 2, 4, 3). Results are described as mean ± SD. *p<0.05, **p<0.01, ***p<0.001, Student’s t test. Individual P value was listed in supporting information table S8.

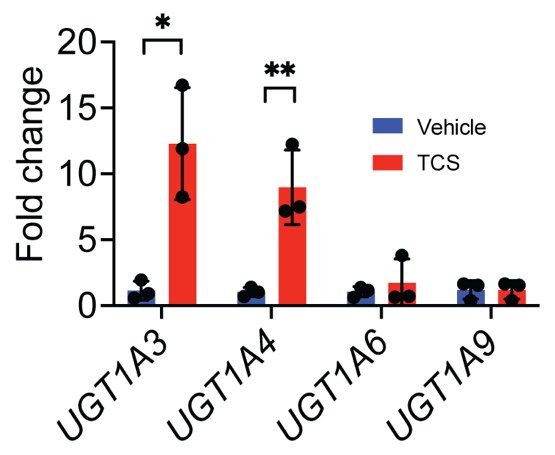

**Supporting Figure 3.** **Hepatic** **human UGT1A isoforms activation by TCS**. 10 days-old *hUGT1* mice were treated with 50 mg/kg TCS for four consecutive days. After treatment, livers were collected for analysis. RT-qPCR analysis of the different *UGT1A* genes (n=3). Results are described as mean ± SD. *p<0.05, **p<0.01, Student’s t test. Individual P value was listed in supporting information table S9.

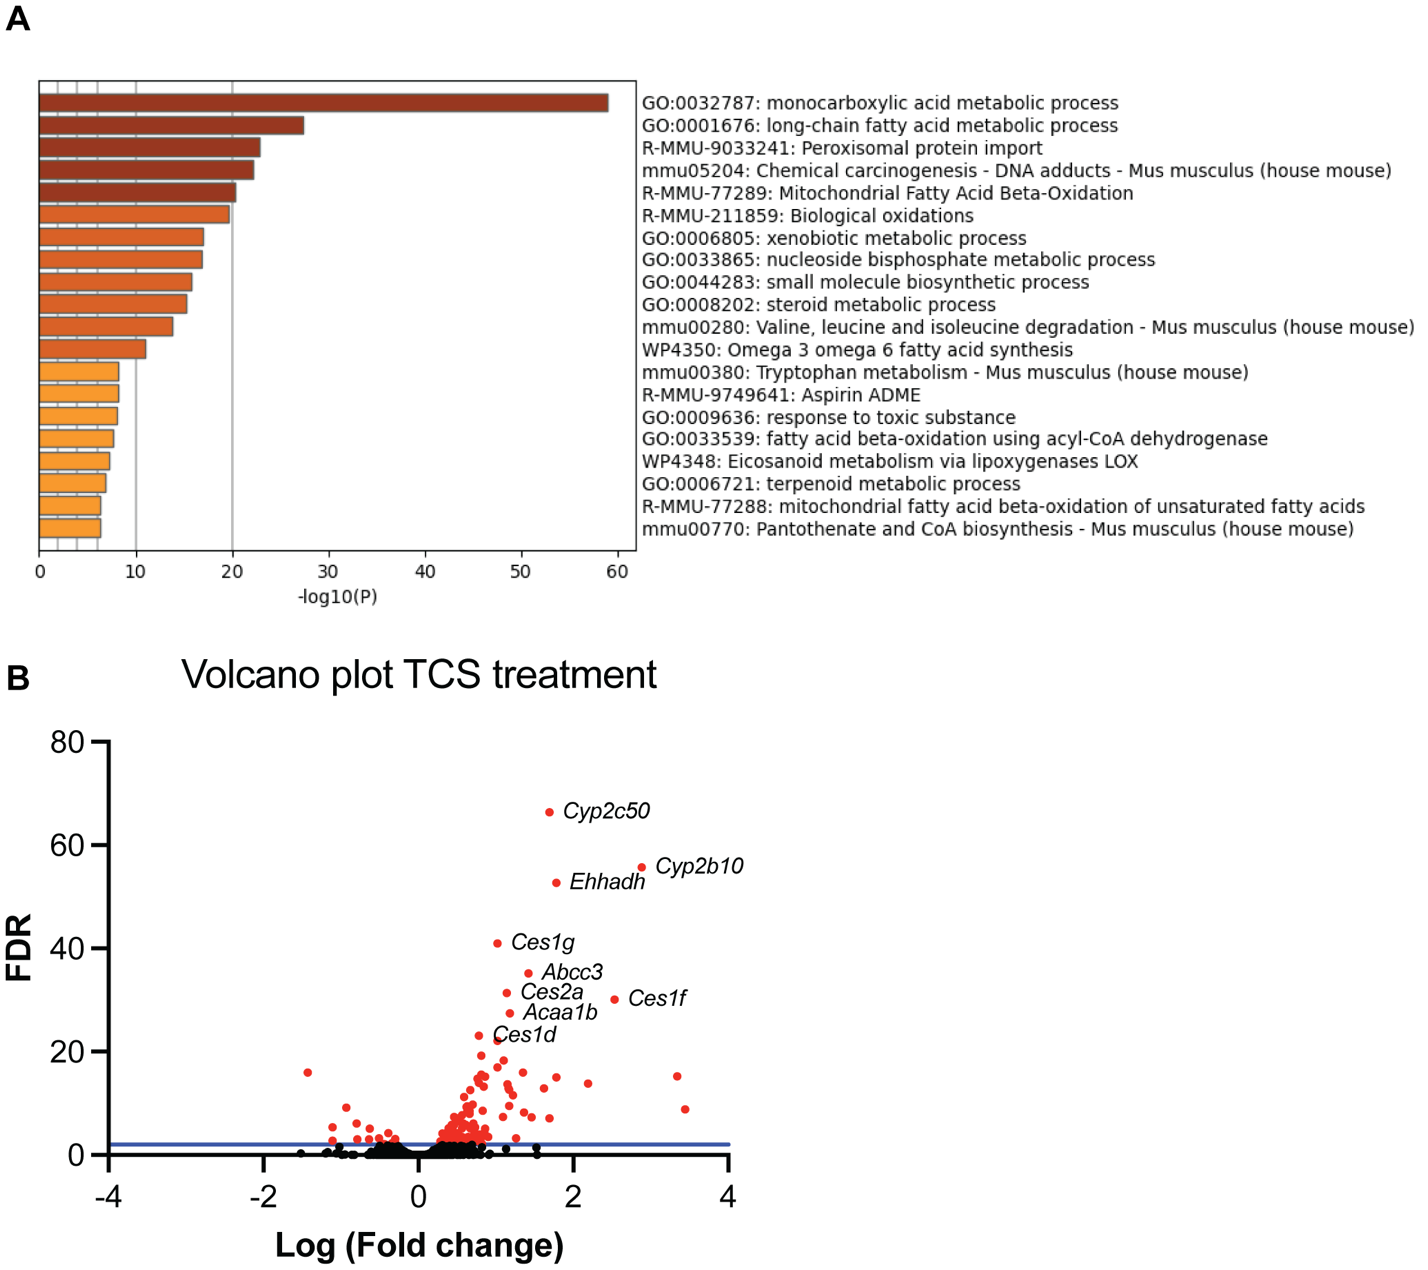

**Supporting Figure 4.** **Oral TCS treatment dramatically affect liver transcriptome**. 10-day old *hUGT1* mice were treated with 50 mg/kg TCS or vehicle for four consecutive days. After treatment, livers were collected for analysis. (**A**) DAVID-based GO analysis revealed the main processes affected by TCS treatment. (**B**) Volcano plot showing genes in red with false discovery rate (FDR) higher than 2, between vehicle and TCS treatment.

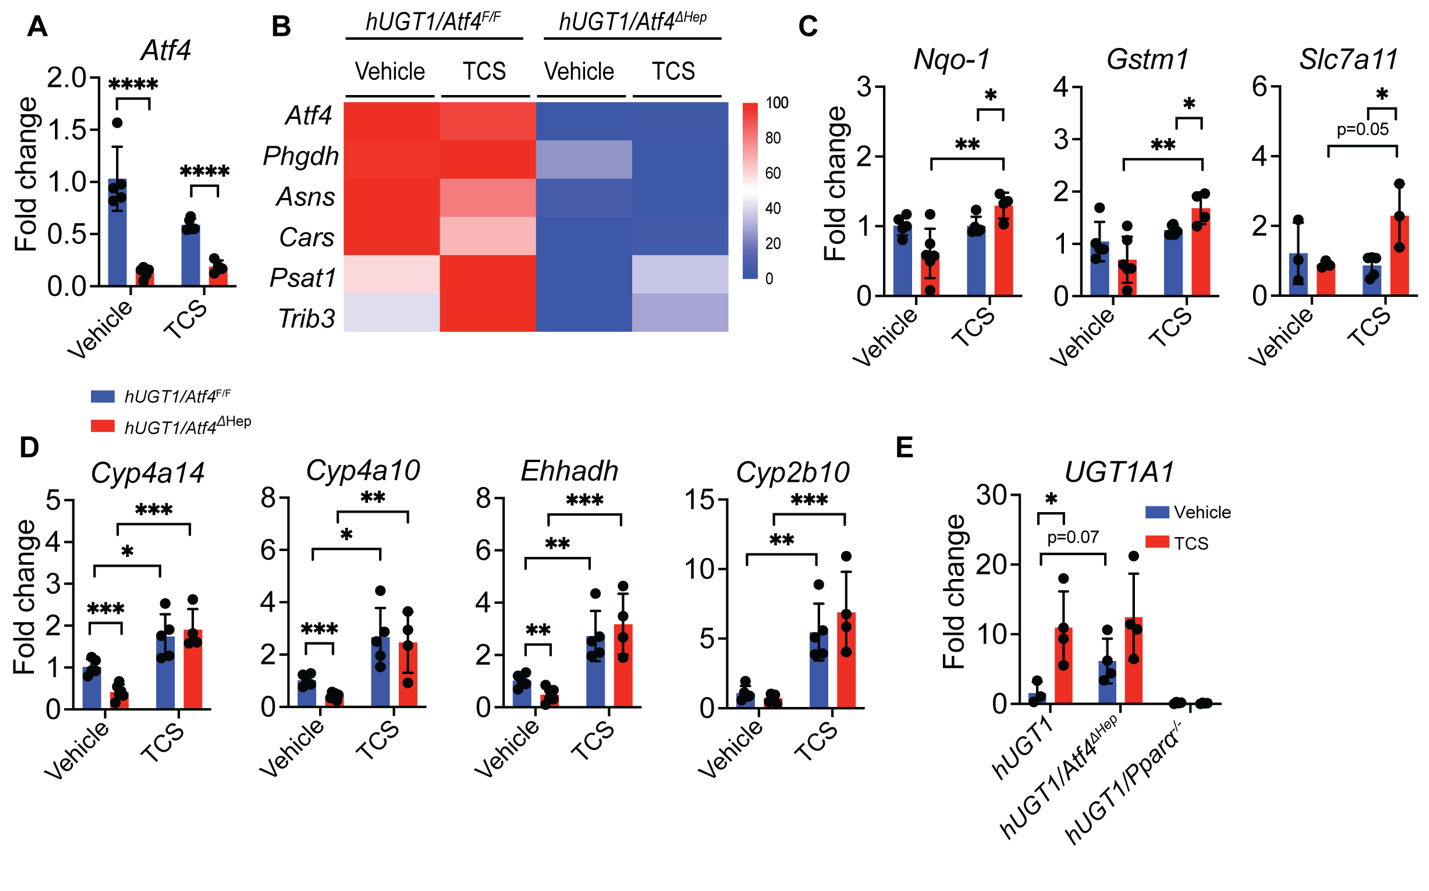

**Supporting Figure 5. The impact of ATF4 on expression of the UGT1A1 and nuclear receptors target genes in liver of neonates and adults.** (**A**) 10 days-old *hUGT1/Atf4^F/F^* and *hUGT1/Atf4^∆Hep^* mice were treated with 50 mg/kg for four consecutive days. After treatment, the neonates were sacrificed, and liver were collected for RT-PCR analysis. Fold change of hepatic *Atf4* (n=5, 6, 5, 4). (**B**) RNA-seq showing different expression of *Atf4* and its targets genes. (**C**) Fold change of hepatic NRF2 target genes, *Nqo-1*, *Gstm1* and *Slc7a11*. (**D**) Fold change of hepatic PPARα target genes, *Cyp4a10*, *Cyp4a14*, *Ehhadh* and CAR target gene, *Cyp2b10* gene expression (n=5, 6, 5, 4). (**E**) 6 weeks-old *h*UGT1, *h*UGT1/*Atf4^∆Hep^* and *hUGT1/Pparα^-/-^* mice were treated with 50 mg/kg for four consecutive days. After treatment, the neonates were sacrificed, and liver were collected for RT-PCR analysis. Fold change of hepatic UGT1A1 (n=3, 4, 4, 4, 4, 4). Results are described as mean ± SD. **p*<0.05, ***p*<0.01, ****p*<0.001 and *****p*<0.0001. Student’s t test. Individual P value was listed in supporting information table S10.

**Supporting Table 1.** Primers used for real-time PCR analysis of selected genes.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Atf4* | TTGTCCGTTACAGCAACACTG | GCAGCAGCACCAGGCTCT |
| *Cyclophiline* | CAGACGCCACTGTCGCTT | TGTCTTTGGAACTTTGTCTGC |
| *Cyp2b10* | TGCAGATGGACAGAGGAGG | CACACAGCATAACCACAGGC |
| *Cyp3a11* | TTCTGTCTTCACAAACCGGC | GGGGGACAGCAAAGCTCTAT |
| *Cyp4a10* | GATGGACGCTCTTTACCCAA | AAGGGTCAAACACCTCTGGA |
| *Cyp7a1* | GGGAATGCCATTTACTTGGA | GTCCGGATATTCAAGGATGC |
| *Cyp1a1* | TGCCCTTCATTGGTCACATG | CACGTCCCCATACTGCTGACT |
| *Ehhadh* | CTATGATCCGCCTCTGCAA | TGGCTCTAACCGTATGGTCC |
| *Nqo1* | GGTGATATTTCAGTTCCCATTGC | GCAGGATGCCACTCTGAATC |
| *UGT1A1* | AACAAGGAGCTCATGGCCTCC | GTTCGCAAGATTCGATGGTCG |
| *UGT1A3* | TCAACTGTGCCAACAGGAAG | CTGAGACCATTGATCCCAAAG |
| *UGT1A4/5* | CAACGGGAAGCCACTATCTC | TGAGACCATTGATCCCAAAGA |
| *UGT1A6* | AATTTCCTAAAGGCCGGTCA | ACCACAATTCCATGTTCTCCA |
| *UGT1A7* | TGTCATCAGGGAAAGCCAGT | TGAGACCATTGATCCCAAAGA |
| *UGT1A8* | GGTATCAACTGCCATCAGGG | CTGAGACCATTGATCCCAAAG |
| *UGT1A9/10* | TGATGCCCAACATGATCTTC | CCACAATTCCATGTTCTCCA |

**Supporting Table 2.** Data analysis details for **Figure 1**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig 1A* | Veh vs TCS | Unpaired t test | <0.0001 | **** |
| *Fig 1A* | Veh vs Veh foster | Unpaired t test | 0.0002 | *** |
| *Fig 1A* | Veh vs TCS foster | Unpaired t test | 0.15 | ns |
| *Fig 1A* | Veh vs TCS | Unpaired t test | <0.0001 | **** |
| *Fig 1A* | Veh foster vs TCS foster | Unpaired t test | 0.006 | ** |
| *Fig 1A* | Veh foster vs TCS | Unpaired t test | 0.74 | ns |
| *Fig 1A* | TCS foster vs TCS | Unpaired t test | 0.0004 | *** |
| *Fig 1B* | Veh vs TCS | Unpaired t test | 0.005 | ** |
| *Fig 1B* | Veh vs Veh foster | Unpaired t test | 0.0016 | ** |
| *Fig 1B* | Veh vs TCS foster | Unpaired t test | 0.1193 | ns |
| *Fig 1B* | Veh vs TCS | Unpaired t test | 0.0033 | ** |
| *Fig 1B* | Veh foster vs TCS foster | Unpaired t test | 0.0003 | *** |
| *Fig 1B* | Veh foster vs TCS | Unpaired t test | 0.0435 | * |
| *Fig 1B* | TCS foster vs TCS | Unpaired t test | 0.0019 | ** |
| *Fig 1C* (Liver) | Veh vs TCS | Unpaired t test | 0.0006 | *** |
| *Fig 1C* (SI) | Veh vs TCS | Unpaired t test | 0.0743 | ns |
| *Fig 1C* | Veh vs Veh foster | Unpaired t test | 0.0416 | * |
| *Fig 1C* | Veh vs TCS foster | Unpaired t test | 0.20 | ns |
| *Fig 1C* | Veh vs TCS | Unpaired t test | 0.0153 | * |
| *Fig 1C* | Veh foster vs TCS foster | Unpaired t test | 0.0611 | ns |
| *Fig 1C* | Veh foster vs TCS | Unpaired t test | 0.0486 | * |
| *Fig 1C* | TCS foster vs TCS | Unpaired t test | 0.0170 | * |

**Supporting Table 3.** Data analysis details for **Figure 2**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig 2A* | Veh vs TCS (*Cyp2b10*) | Unpaired t test | 0.0004 | *** |
| *Fig 2A* | Veh vs TCS (*Cyp4a10*) | Unpaired t test | 0.0023 | ** |
| *Fig 2A* | Veh vs TCS (*Cyp3a11*) | Unpaired t test | 0.0128 | * |
| *Fig 2A* | Veh vs TCS (C | Unpaired t test | 0.9352 | ns |
| *Fig 2A* | Veh vs TCS (*Cyp1a1*) | Unpaired t test | 0.6741 | ns |
| *Fig 2A* | Veh vs TCS (*Nqo1*) | Unpaired t test | 0.0129 | * |
| *Fig 2D* | Veh vs Veh foster | Unpaired t test | 0.0002 | *** |
| *Fig 2D* | Veh vs TCS foster | Unpaired t test | 0.1073 | ns |
| *Fig 2D* | Veh vs TCS | Unpaired t test | 0.0096 | ** |
| *Fig 2D* | Veh foster vs TCS foster | Unpaired t test | 0.1094 | ns |
| *Fig 2D* | Veh foster vs TCS | Unpaired t test | 0.1074 | ns |
| *Fig 2D* | TCS foster vs TCS | Unpaired t test | 0.0442 | * |

**Supporting Table 4.** Data analysis details for **Figure 3**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig 3A* | Vehicle vs TCS | Unpaired t test | <0.0001 | **** |
| *Fig 3B* | Vehicle vs TCS (Liver) | Unpaired t test | 0.0017 | ** |
| *Fig 3C* | Vehicle vs TCS (SI) | Unpaired t test | 0.1399 | ns |
| *Fig 3E* | Vehicle vs TCS (*Cyp2b10*) | Unpaired t test | 0.0002 | *** |
| *Fig 3E* | Vehicle vs TCS (*Cyp4a10*) | Unpaired t test | 0.0003 | *** |
| *Fig 3E* | Vehicle vs TCS (*Cyp3a11*) | Unpaired t test | <0.0001 | **** |
| *Fig 3E* | Vehicle vs TCS (*Cyp1a1*) | Unpaired t test | 0.5442 | ns |
| *Fig 3E* | Vehicle vs TCS (*Cyp7a1*) | Unpaired t test | 0.4494 | ns |
| *Fig 3E* | Vehicle vs TCS (*Nqo1*) | Unpaired t test | 0.0015 | ** |

**Supporting Table 5.** Data analysis details for **Figure 4**.

| **Figure 4** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig 4A Bilirubin* | Veh (*hUGT1*) vs Veh (*hUGT1/Car^-/-^*) | Unpaired t test | 0.2623 | ns |
| *Fig 4A Bilirubin* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | 0.0003 | *** |
| *Fig 4A Bilirubin* | Veh (*hUGT1/Car^-/-^*) vs TCS (*hUGT1/Car^-/-^*) | Unpaired t test | 0.0017 | ** |
| *Fig 4A UGT1A1* | Veh (*hUGT1*) vs Veh (*hUGT1/Car^-/-^*) | Unpaired t test | 0.4877 | ns |
| *Fig 4A UGT1A1* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | 0.0110 | * |
| *Fig 4A UGT1A1* | Veh (*hUGT1/Car^-/-^*) vs TCS (*hUGT1/Car^-/-^*) | Unpaired t test | 0.0219 | * |
| *Fig 4A Cyp2b10* | Veh (*hUGT1*) vs Veh (*hUGT1/Car^-/-^*) | Unpaired t test | 0.0477 | * |
| *Fig 4A Cyp2b10* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | 0.0002 | *** |
| *Fig 4A Cyp2b10* | Veh (*hUGT1/Car^-/-^*) vs TCS (*hUGT1/Car^-/-^*) | Unpaired t test | 0.0643 | ns |
| *Fig 4B Bilirubin* | Veh (*hUGT1*) vs Veh (*hUGT1/Pparα^-/-^*) | Unpaired t test | 0.9487 | ns |
| *Fig 4B Bilirubin* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | <0.0001 | **** |
| *Fig 4B Bilirubin* | Veh (*hUGT1/ Pparα^-/-^*) vs TCS (*hUGT1/ Pparα^-/-^*) | Unpaired t test | 0.0041 | ** |
| *Fig 4B Bilirubin* | TCS(*hUGT1*) vs TCS (*hUGT1/ Pparα^-/-^*) | Unpaired t test | 0.0001 | *** |
| *Fig 4B UGT1A1* | Veh (*hUGT1*) vs Veh (*hUGT1/ Pparα^-/-^*) | Unpaired t test | 0.1284 | ns |
| *Fig 4B UGT1A1* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | 0.0017 | ** |
| *Fig 4B UGT1A1* | Veh (*hUGT1/ Pparα^-/-^*) vs TCS (*hUGT1/ Pparα^-/-^*) | Unpaired t test | 0.0665 | ns |
| *Fig 4B UGT1A1* | TCS(*hUGT1*) vs TCS (*hUGT1/ Pparα^-/-^*) | Unpaired t test | 0.0017 | ** |
| *Fig 4B Cyp4a10* | Veh (*hUGT1*) vs Veh (*hUGT1/ Pparα^-/-^*) | Unpaired t test | <0.0001 | **** |
| *Fig 4B Cyp4a10* | Veh (*hUGT1*) vs TCS (*hUGT1*) | Unpaired t test | 0.0003 | *** |
| *Fig 4B Cyp4a10* | TCS (*hUGT1*) vs TCS (*hUGT1/Pparα^-/-^*) | Unpaired t test | <0.0001 | **** |

**Supporting Table 6.** Data analysis details for **Figure 5**.

| **Figure 5** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig. 5B* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.62 | ns |
| *Fig. 5B* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0002 | *** |
| *Fig. 5B* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0012 | ** |
| *Fig 3B* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0265 | * |
| *Fig. 5C (UGT1A1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0631 | ns |
| *Fig. 5C (UGT1A1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0131 | * |
| *Fig. 5C (UGT1A1)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0062 | ** |
| *Fig. 5C (UGT1A1)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0442 | * |
| *Fig. 5C (UGT1A3)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.9271 | ns |
| *Fig. 5C (UGT1A3)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0311 | * |
| *Fig. 5C (UGT1A3)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0222 | * |
| *Fig. 5C (UGT1A3)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0552 | ns |
| *Fig. 5C (UGT1A4)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0833 | ns |
| *Fig. 5C (UGT1A4)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0427 | * |
| *Fig. 5C (UGT1A4)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.027 | * |
| *Fig. 5C (UGT1A4)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0606 | ns |

**Supporting Table 7.** Data analysis details for **Figure S1**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig S1* | Veh vs TCS | Unpaired t test | 0.0005 | *** |
| *Fig S1* | Veh vs Veh foster | Unpaired t test | 0.0033 | ** |
| *Fig S1* | Veh vs TCS foster | Unpaired t test | 0.0414 | * |
| *Fig S1* | Veh vs TCS | Unpaired t test | 0.0005 | *** |
| *Fig S1* | Veh foster vs TCS foster | Unpaired t test | 0.0089 | ** |
| *Fig S1* | Veh foster vs TCS | Unpaired t test | 0.7556 | ns |
| *Fig S1* | TCS foster vs TCS | Unpaired t test | 00017 | ** |

**Supporting Table 8.** Data analysis details for **Figure S2**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig S2A* | Veh vs 50 | Unpaired t test | 0.0001 | *** |
| *Fig S2A* | Veh vs 100 | Unpaired t test | 0.0003 | *** |
| *Fig S2A* | 50 vs 100 | Unpaired t test | 0.3481 | ns |
| *Fig S2B* | Veh vs 50 | Unpaired t test | 0.0135 | * |
| *Fig S2B* | Veh vs 100 | Unpaired t test | 0.0129 | * |
| *Fig S2B* | 50 vs 100 | Unpaired t test | 0.0063 | ** |
| *Fig S2C* | Veh vs 50 | Unpaired t test | 0.0088 | ** |
| *Fig S2C* | Veh vs 100 | Unpaired t test | 0.0004 | *** |
| *Fig S2C* | 50 vs 100 | Unpaired t test | 0.0018 | ** |
| *Fig S2D* | Veh vs 50 | Unpaired t test | 0.0077 | ** |
| *Fig S2D* | Veh vs 100 | Unpaired t test | 0.0040 | ** |
| *Fig S2D* | 50 vs 100 | Unpaired t test | 0.058 | ns |

**Supporting Table 9.** Data analysis details for **Figure S3**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig S3A (UGT1A3)* | Veh vs TCS | Unpaired t test | 0.0110 | * |
| *Fig S3A (UGT1A4/5)* | Veh vs TCS | Unpaired t test | 0.0086 | ** |
| *Fig S3A (UGT1A6)* | Veh vs TCS | Unpaired t test | 0.56 | ns |
| *Fig S3A (UGT1A7)* | Veh vs TCS | Unpaired t test | 0.3226 | ns |
| *Fig S3A (UGT1A8)* | Veh vs TCS | Unpaired t test | 0.3648 | ns |
| *Fig S3A (UGT1A9/10)* | Veh vs TCS | Unpaired t test | 0.56 | ns |

**Supporting Table 10.** Data analysis details for **Figure S5**.

| **Figure 1** | **Group** | **Analysis** | **P value** | **P value summary** |
| --- | --- | --- | --- | --- |
| *Fig S5A* | Veh *hUGT1/Atf4^F/F^* and Veh *hUGT1/Atf4^∆Hep^* | Unpaired t test | <0.0001 | **** |
| *Fig S5A* | TCS *hUGT1/Atf4^F/F^* and TCS *hUGT1/Atf4^∆Hep^* | Unpaired t test | <0.0001 | **** |
| *Fig. S5C (Nqo-1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0436 | * |
| *Fig. S5C (Nqo-1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.9672 | ns |
| *Fig. S5C (Nqo-1)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.008 | ** |
| *Fig. S5C (Nqo-1)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0287 | * |
| *Fig. S5C (Gstm1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.1990 | ns |
| *Fig. S5C (Gstm1)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.2415 | ns |
| *Fig. S5C (Gstm1)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0049 | ** |
| *Fig. S5C (Gstm1)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0223 | * |
| *Fig. S5C (Slc7a11)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.5639 | ns |
| *Fig. S5C (Slc7a11)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.4284 | ns |
| *Fig. S5C (Slc7a11)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0579 | ns |
| *Fig. S5C (Slc7a11)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0153 | * |
| *Fig. S5D (Cyp4a14)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0004 | *** |
| *Fig. S5D (Cyp4a14)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0203 | * |
| *Fig. S5D (Cyp4a14)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0001 | *** |
| *Fig. S5D (Cyp4a14)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.6491 | ns |
| *Fig. S5D (Cyp4a10)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0003 | *** |
| *Fig. S5D (Cyp4a10)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0124 | * |
| *Fig. S5D (Cyp4a10)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0022 | ** |
| *Fig. S5D (Cyp4a10)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.8044 | ns |
| *Fig. S5D (Ehhadh)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.0085 | ** |
| *Fig. S5D (Ehhadh)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0049 | ** |
| *Fig. S5D (Ehhadh)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.0005 | *** |
| *Fig. S5D (Ehhadh)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.5450 | ns |
| *Fig. S5D (Cyp2b10)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^ΔHep^* veh | Unpaired t test | 0.2080 | ns |
| *Fig. S5D (Cyp2b10)* | *hUGT1/Atf4^F/F^* veh vs *hUGT1/Atf4^F/F^* TCS | Unpaired t test | 0.0017 | ** |
| *Fig. S5D (Cyp2b10)* | *hUGT1/Atf4^ΔHep^* veh vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.002 | ** |
| *Fig. S5D (Cyp2b10)* | *hUGT1/Atf4^F/F^* TCS vs *hUGT1/Atf4^ΔHep^* TCS | Unpaired t test | 0.4171 | ns |
| *Fig S5E* | Veh *h*UGT1 vs TCS *h*UGT1 | Unpaired t test | 0.0318 | * |
| *Fig S5E* | Veh *h*UGT1/*Atf4^∆Hep^* vs TCS *h*UGT1/*Atf4^∆Hep^* | Unpaired t test | 0.1228 | ns |
| *Fig S5E* | Veh *hUGT1/Pparα* vs TCS *hUGT1/Pparα* | Unpaired t test | 0.3958 | ns |
| *Fig S5E* | Veh *h*UGT1 vs Veh *h*UGT1/*Atf4^∆Hep^* | Unpaired t test | 0.075 | ns |

**Supporting Table 11.** Western Blotting relative expression **Figure 1D**.

|  | Veh | Veh | Veh | Veh | Veh | TCS | TCS | TCS | TCS | TCS |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Fig. 1D UGT1A1 Liver | 1.00 | 0.27 | 0.02 | 0.12 | 0.05 | 24.47 | 8.26 | 11.41 | 8.03 | 8.07 |
| Fig. 1D GAPDH Liver | 1.00 | 1.04 | 1.01 | 1.13 | 0.81 | 1.07 | 1.09 | 0.88 | 0.76 | 0.75 |
| Fig. 1D UGT1A1 SI | 1.00 | 2.73 | 0.90 |  |  | 0.86 | 0.07 | 0.61 |  |  |
| Fig. 1D GAPDH SI | 1.00 | 0.98 | 0.83 |  |  | 0.85 | 0.91 | 0.96 |  |  |
|  |  |  |  |  |  |  |  |  |  |  |

**Supporting Table 12.** Western Blotting relative expression **Figure 2B**.

|  | Veh | Veh | Veh | TCS | TCS | TCS |
| --- | --- | --- | --- | --- | --- | --- |
| Fig. 2B CYP2B10 | 1.00 | 0.99 | 1.80 | 2.50 | 3.68 | 6.60 |
| Fig. 2B GAPDH | 1.00 | 0.83 | 0.90 | 0.87 | 0.61 | 0.63 |
| Fig. 2B NQO-1 | 1 | 1.271995 | 0.684176 | 6.923777 | 3.570057 | 5.432352 |
| Fig. 2B HO-1 | 1.00 | 0.58 | 1.05 | 1.88 | 1.41 | 2.44 |
| Fig. 2B GAPDH | 1.00 | 0.83 | 0.90 | 0.87 | 0.61 | 0.63 |

**Supporting Table 13.** Western Blotting relative expression **Figure 2C**. VC, Vehicle cytoplasm; TC, TCS cytoplasm; VN, Vehicle nucleus; TN, TCS nucleus.

|  | VC | VC | VC | VC | TC | TC | TC | TC | VN | VN | VN | VN | TN | TN | TN | TN |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Fig. 2C CAR | 1.00 | 1.30 | 1.19 | 1.46 | 1.43 | 1.32 | 2.51 | 2.82 | 0.66 | 0.64 | 1.17 | 1.28 | 4.56 | 4.05 | 3.99 | 1.14 |
| Fig. 2C HDAC2 | 1.00 | 1.48 | 1.68 | 1.01 | 0.65 | 0.72 | 0.72 | 0.97 | 4.29 | 4.88 | 6.51 | 6.33 | 6.63 | 7.34 | 3.05 | 8.66 |
| Fig. 2C TUBULIN | 1.00 | 0.93 | 0.91 | 0.92 | 0.86 | 0.92 | 0.83 | 0.87 | 0.01 | 0.01 | 0.03 | 0.05 | 0.20 | 0.21 | 0.19 | 0.10 |

**Supporting Table 14.** Western Blotting relative expression **Figure 3B and C**.

|  | Veh | Veh | TCS | TCS |
| --- | --- | --- | --- | --- |
| Fig. 3B UGT1A1 Liver | 1.00 | 0.86 | 4062.55 | 2167.01 |
| Fig. 3B GAPDH Liver | 1.00 | 0.73 | 0.86 | 1.22 |
| Fig. 3C UGT1A1 SI | 1.00 | 2.07 | 2.24 | 0.93 |
| Fig. 3C GAPDH SI | 1.00 | 2.07 | 2.38 | 1.83 |

**Supporting Table 15.** Western Blotting relative expression **Figure 4D and H**.

|  | *hUGT1* | | | | *hUGT1/Car^-/-^* | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Veh | Veh | TCS | TCS | Veh | Veh | TCS | TCS |
| Fig. 4D UGT1A1 | 1.00 | 29.83 | 114.36 | 141.20 | 11.13 | 8.84 | 162.77 | 147.62 |
| Fig. 4D CYP2B10 | 1.00 | 0.84 | 1.52 | 1.15 | 0.01 | 0.01 | 0.01 | 0.02 |
| Fig. 4D GAPDH | 1.00 | 0.78 | 0.87 | 0.77 | 0.92 | 0.94 | 1.10 | 1.05 |
|  | *hUGT1* | | | | *hUGT1/Pparα^-/-^* | | | |
| Fig. 4H UGT1A1 | 1.00 | 0.90 | 157.05 | 101.83 | 6.50 | 9.50 | 5.25 | 6.18 |
| Fig. 4H GAPDH | 1.00 | 0.94 | 1.07 | 1.04 | 0.89 | 0.92 | 0.98 | 1.01 |

**Supporting Table 16.** Western Blotting relative expression **Figure 5A**.

|  | Veh | Veh | TCS | TCS |
| --- | --- | --- | --- | --- |
| Fig. 5A ATF4 | 1.00 | 1.26 | 7.93 | 4.71 |
| Fig. 5A CHOP | 1.00 | 1.36 | 2.16 | 4.52 |
| Fig. 5A GAPDH | 1.00 | 1.05 | 1.21 | 1.12 |

**Supporting Table 17.** Western Blotting relative expression **Figure 5D**.

|  | *hUGT1/Atf4^F/F^* | | | | *hUGT1/Atf4^ΔHep^* | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Veh | Veh | TCS | TCS | Veh | Veh | TCS | TCS |
| Fig. 5D UGT1A1 | 1.00 | 1.22 | 179.30 | 90.41 | 3.79 | 4.04 | 1149.98 | 1483.90 |
| Fig. 5D GAPDH | 1.00 | 0.78 | 0.77 | 1.07 | 0.96 | 0.93 | 1.05 | 0.84 |

How the deposited data were processed for this re-analysis (not part of the article)

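Liver RNA of neonatal *hUGT1/Atf4* F/F and *hUGT1/Atf4* ΔHep mice, treated with vehicle or with TCS at 50 mg/kg for 4 days, was sequenced in 8 libraries, 2 per group, each from the pooled RNA of 2 mice. Libraries were mapped to groups and replicate numbers by the sample labels and the column names of the count table, and no library was left out. The raw counts per gene symbol are used as deposited by the authors. According to the submitters' processing notes, the reads were handled with bcl2fastq and STAR 2.7.9a on mm10, and the counter and annotation are not given in the sources used here. A second deposited table holds a signal, the counts divided by the authors with 1 size factor per library. It was used here only beside the heat maps. Further deposited tables hold the authors' comparisons of TCS with vehicle in *hUGT1/Atf4* F/F mice, of the genotypes under vehicle, and of the interaction. Their log2 fold changes were computed by the authors from the counts, with columns laid out as DESeq2 writes them, although the paper's text names no tool. The standard errors and test statistics in these tables, which are score values, and the p values and adjusted p values were also made by the authors in that test. The authors' adjusted p was blank for 6445 genes in the table for TCS. These tables were used to count genes under an adjusted p of 0.05 and of 0.01, and all values beside the claims come from the raw counts unless they are named as the authors'.

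Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, as an alternative, DESeq2 1.42.0. Genes passed filterByExpr with a count minimum of 10 and a total count minimum of 15, which kept 13633 of 24411 genes, and 13164 of these symbols were found in GENCODE M21 on GRCm38, from which coordinates were taken. Counts were normalized by TMM. The quasi-likelihood model of edgeR had 1 mean per group over all 8 libraries, with 4 residual degrees of freedom and a common dispersion of 0.0142. Contrasts gave the effect of TCS in each genotype, the effect of the deletion under each treatment, the interaction, and the effects of TCS and of the deletion averaged over the other factor. P values were adjusted by the method of Benjamini and Hochberg, and genes under 0.05 were called. A standard error is the log2 fold change divided by the square root of the F statistic, and intervals are at 95%. Gene lists and cell type markers were tested with camera of limma on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and again with an estimated correlation, with p values adjusted over the 40 lists of a comparison. Figures were drawn and heat map colours were read in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, Pillow 12.0.0 and matplotlib 3.10.9.

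Genes were named by a rule: each gene the paper names, up to 10 with the largest rise and up to 10 with the largest fall among the genes called in a comparison of 2 groups, with a mean of at least 1 CPM in the higher group and no overlap between the libraries of the groups, and up to 4 members with the smallest adjusted p of each list described. Predicted genes, named by Gm or Rik numbers or as pseudogenes, were counted but not named. Alternatives were the replicate number as a block, RLE factors of edgeR, no filter beyond 1 count in any library, the libraries of the comparison alone, an adjusted p under 0.01, DESeq2, an estimated correlation in camera, and each library left out in turn. A covariate for the sex makeup of the pools, the summed CPM of 4 Y-linked genes as a share of the highest library, was added after seeing the data.

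The procedure was tested on simulated data, in which 200 genes were given log2 changes of 0.5, 1 or 2 at the depths of these libraries. A change of 1 was recovered for 70.1% of genes for TCS in *hUGT1/Atf4* ΔHep mice, 77.6% for the deletion under vehicle, 68.7% for the deletion under TCS and 44.8% for the interaction. False calls numbered 17 of 131, 12 of 130, 11 of 127 and 14 of 99, shares above the nominal one. These shares hold for 200 changed genes, whereas each deletion comparison called 3 genes and the interaction 0. In the real counts, 391, 431 and 282 genes had an unadjusted p under 0.05 from edgeR in these comparisons, with 682 given by chance. Recovery and false calls in the deletion and interaction comparisons may therefore differ from the simulated shares. Libraries of 1 group differed by far more than sampling noise, with chi-square values per gene of 7.83 to 17.7, so each counted as its own sample. The totals, 11624143 to 25573210 counts per library, give the depth, and with 2 libraries per group the spread between libraries limits the precision. The enrichment of Fig. S4*A* was not repeated, since its term lists are not among the files. RNA-seq of the human *UGT1* genes was not possible from a count table of mouse genes.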

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

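The tests of a local effect of the *Atf4* allele and of the sex makeup of the pools, and the fit with the sex makeup covariate, were chosen after the results were seen, and the test of flanking DNA was set before its result was seen.

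*Cacna1i* and *Rps19bp1*, genes that the paper does not discuss, changed in *hUGT1/Atf4* ΔHep livers against the *hUGT1/Atf4* F/F controls, with log2 fold changes of 6.13 under vehicle, 7.18 under TCS and 6.66 averaged over treatments for *Cacna1i* and of −2.02, −2.65 and −2.33 for *Rps19bp1*. Besides *Atf4*, they were the 2 genes called in both deletion comparisons, and 0 genes called in both lay further than 200 kb from *Atf4*, so that a local effect of the recombined *Atf4* allele is a candidate explanation for these 2 genes, although 5 other genes tested within 200 kb were not called, among them *Mief1* at 1.81 kb, nearer than both (−0.26 under vehicle and −0.23 under TCS, adjusted p of 1 for each). The share of genes with an unadjusted p under 0.05 for the averaged deletion was 5.56% (10 of 180, 95% exact binomial interval 2.696 to 9.979) at 200 kb to 5 Mb from *Atf4* and 3.81% on other chromosomes, which lies under the bound of 1.5 times set against flanking DNA of another strain, but by less than its interval, so that such DNA cannot be told apart from chance here. The loss of ATF4 itself, the biological difference in the design, was not tested as a cause for these 2 genes and stays open. *Cacna1i* was called in all 8 fits without 1 library, while the call of *Rps19bp1* ended in 6 of 8 under vehicle (adjusted p 0.0924 to 0.642, kept only without either *hUGT1/Atf4* ΔHep TCS replicate) and without *hUGT1/Atf4* ΔHep TCS replicate 2 under TCS (adjusted p = 0.110).

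Of the genes called, 61 of 76 for TCS in *hUGT1/Atf4* F/F mice and 75 of 92 for TCS in *hUGT1/Atf4* ΔHep mice are not named by the paper. *Xist*, which the paper does not discuss, had a mean of 738 CPM in the TCS-treated against 12.1 CPM in the vehicle-treated *hUGT1/Atf4* F/F pools. Each *hUGT1/Atf4* ΔHep group held 1 high and 1 low pool (778 and 4.50 CPM under vehicle, 0.346 and 753 CPM under TCS). The sex makeup of the pools therefore moved with TCS in *hUGT1/Atf4* F/F mice and not in *hUGT1/Atf4* ΔHep mice. It also differed between the genotypes, in opposite directions under vehicle and under TCS. Each comparison of the genotypes under 1 treatment thus carries a difference in sex makeup. The 76 genes called in *hUGT1/Atf4* F/F mice had a median log2 fold change in *hUGT1/Atf4* ΔHep mice, signed by their direction in *hUGT1/Atf4* F/F mice, of 0.82 against 0.81 in *hUGT1/Atf4* F/F mice, and 76 of 76 kept their direction, which argues against the sex makeup as the whole cause of these calls. With the sex makeup covariate 17 of the 76 were still called, at a median size that went from 0.81 to 0.72 and a median standard error that went from 0.097 to 0.139. In *hUGT1/Atf4* ΔHep mice, where that makeup did not move with TCS, 79 of the 92 genes called were still called with the covariate. Sex makeup therefore does not account for most of the calls for TCS in that genotype. An influence of sex on single genes in *hUGT1/Atf4* F/F mice stays open.

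Averaged over the treatments, the deletion raised *Akr1c18*, a hydroxysteroid dehydrogenase, by a log2 fold change of 3.32, and the call ended in 7 of the 8 fits without 1 library and with the replicate block. *Aen*, a nuclease induced by p53, was higher by 0.78, with a call that ended in all 8 fits without 1 library, with the replicate block and with the sex makeup covariate. *Atf5* was lower, at −0.36, and its call ended under the same settings. All 3 are genes that the paper does not discuss.

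For the interaction, the difference between the genotypes in the effect of TCS, 3 lists passed camera with the preset correlation and not with an estimated one. ER chaperones and folding enzymes had a median of −0.17 (19 of 22 below 0, adjusted p = 0.0250, and adjusted p = 0.949 with an estimated correlation), with *Sdf2l1* at −0.86 (SE 0.28, adjusted p = 1.00). Sex-linked genes had a median of 1.26 (4 of 5 above 0, adjusted p = 0.0357, and adjusted p = 0.879 with an estimated correlation), where the mean was −0.19. This list reads the sex makeup of the pools, which moved with TCS in *hUGT1/Atf4* F/F mice and not in *hUGT1/Atf4* ΔHep mice. Its value is therefore no evidence of a differing effect of TCS. Genes of pancreatic acinar cells had a median of 2.55 (7 of 7 above 0, adjusted p = 0.0032, and adjusted p = 0.879 with an estimated correlation), and the vehicle-treated *hUGT1/Atf4* F/F libraries lay far apart, with *Ctrb1* at 1.27 and 11.1 CPM against 11.7 and 7.27 CPM in the TCS-treated ones, so that this value rests in part on 1 library.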

How the results depend on the processing

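The fits with the sex makeup covariate and the tests on other splits of the libraries were chosen after seeing the data, and the other alternatives were planned. With RLE factors all 7 counts of called genes stayed within 1.5 times the reported ones. For TCS in *hUGT1/Atf4* F/F mice, 76 genes called became 166 with DESeq2 (75 shared), 139 without a filter (76 shared), 33 with the libraries of the comparison alone (29 shared), 35 at an adjusted p under 0.01 and 20 with the sex makeup covariate (17 shared), and 34 to 110 without 1 library. The lowest came without *hUGT1/Atf4* F/F vehicle replicate 2, and the count was 37 without *hUGT1/Atf4* F/F vehicle replicate 1 and 42 without *hUGT1/Atf4* F/F TCS replicate 2. For TCS in *hUGT1/Atf4* ΔHep mice, 92 became 221 (DESeq2, 92 shared), 200 (no filter), 147 (own libraries alone, 85 shared) and 40 (adjusted p under 0.01), and 19 to 108 without 1 library, with 19, 22, 47 and 28 without *hUGT1/Atf4* ΔHep vehicle replicates 1 and 2 and *hUGT1/Atf4* ΔHep TCS replicates 1 and 2. For the deletion under vehicle, 3 became 5 with DESeq2 and 5 with the sex makeup covariate, and 2 to 4 without 1 library. For the deletion under TCS, 3 became 7 with DESeq2 and 5 without a filter, and 2 to 10 without 1 library, with 10 without *hUGT1/Atf4* F/F TCS replicate 1. For the interaction, 0 genes were called by edgeR (282 at an unadjusted p under 0.05) and 0 by DESeq2, and 1, *Krt13*, with the sex makeup covariate, at a log2 fold change of 59.1 (SE 2.94), a size that counts cannot hold, so that this call is not usable. For TCS averaged over genotypes, 353 became 538 (no filter), 108 (adjusted p under 0.01) and 111 (sex makeup covariate), and 125 to 352 without 1 library, with 185 and 218 without *hUGT1/Atf4* F/F vehicle and TCS replicate 2, and 151, 125, 163 and 150 without *hUGT1/Atf4* ΔHep vehicle replicates 1 and 2 and *hUGT1/Atf4* ΔHep TCS replicates 1 and 2. For the deletion averaged over treatments, 6 became 12 (DESeq2), 3 (replicate block) and 3 (adjusted p under 0.01), and 3 to 4 without 1 library, with 4 without *hUGT1/Atf4* ΔHep vehicle replicate 1 alone. The replicate block gave 64 and 72 for TCS in *hUGT1/Atf4* F/F and *hUGT1/Atf4* ΔHep mice, and the replicate numbers do not pair the samples, since the deviations of libraries with the same number correlated at −0.428 to 0.373. With the sex makeup covariate, 2 of the 3 genes called for the deletion under vehicle were still called. The cause of each change in the counts was not tested, apart from the stricter threshold and the larger set of genes without a filter.

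With an estimated correlation the adjusted p of a list passed 0.05 while its median stayed as it was: 0.372 for the ATF4 targets of Fig. S5*B* under vehicle (−0.55) and 0.128 under TCS (−0.87), 0.0592 for the NRF2 targets of Fig. 5*E* for TCS in *hUGT1/Atf4* F/F mice (0.27), 0.0966, 0.0942 and 0.829 for the PPARα, CAR and PXR targets of Fig. 5*E* for TCS in *hUGT1/Atf4* F/F mice (1.62), TCS in *hUGT1/Atf4* ΔHep mice (1.60) and the deletion under vehicle (−0.25), and 0.125 and 0.963 for the PPARα targets for TCS in *hUGT1/Atf4* F/F mice (0.54) and the deletion under TCS (−0.095). With the replicate block the PPARα, CAR and PXR targets passed for the deletion under TCS (−0.22, adjusted p = 0.0143), and without 1 library they ranged from −0.43 to −0.037 under TCS and from −0.32 to −0.15 under vehicle. The PPARα targets under TCS were at −0.013 (adjusted p = 0.518) with the sex makeup covariate and ranged from −0.21 to 0.0024 without 1 library. The interaction of the 32 NRF2 targets, −0.0029 as reported, turned to 0.000145 with RLE factors and 0.028 with the sex makeup covariate, and ranged from −0.046 to 0.052 without 1 library. *Ehhadh* turned with the sex makeup covariate for the deletion under TCS (0.0017) and for the interaction (0.30). Without 1 library, values that turned had these ranges: *Cyp7a1* −0.79 to 0.21 and *Cyp1a1* −0.091 to 0.82 for TCS in *hUGT1/Atf4* F/F mice, *Cyp7a1* −0.67 to 0.015 and *Cyp1a1* −0.45 to 0.71 for TCS in *hUGT1/Atf4* ΔHep mice, and, for the deletion under TCS, *Gpx4* −0.017 to 0.10, *Gsta2* −0.37 to 0.46, *Txn1* −0.083 to 0.022, *Tnfrsf1a* −0.080 to 0.12, *Cyp2b10* −0.45 to 0.087 and *Cyp3a11* −0.23 to 0.050. For the interaction these were *Cyp4a10* −0.18 to 0.36, *Cyp4a14* −0.23 to 0.25 and *Ehhadh* −0.22 to 0.10. Of the other values, 111 of single genes kept their direction and side of the threshold with DESeq2, 116 with RLE factors, 107 with the replicate block and 92 with the sex makeup covariate. A lone library of a group was assumed to vary like the other groups.

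For TCS averaged over genotypes, 1 of 35 splits, the real one, called as many genes as its 482 (in a fit of the 2 factors without interaction), and the highest other split called 38. With 35 splits, 1 of 35 is the smallest share the test can give. It thus makes chance unlikely as the source of that count but cannot exclude it. For the deletion averaged over treatments, 4 of 35 splits, the real one included, called at least the 6 of the real split. The highest other called 544 and the next highest 55, so that chance cannot be excluded for that count. The split with 544 is the one by treatment, a known structure of these samples.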

Differences from the paper's values

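The heat maps of Fig. 5*E* and Fig. S5*B* show each gene's group means on a scale from 0 to 100. Their colours were matched to the colour bar, and the same scale was computed from means of TMM-normalized CPM. A value was taken to differ when its gap was larger than both the SD of the libraries and a tolerance of 2 points for the reading, which was set after the readings had been seen, and when the larger of the 2 values was more than 1.5 times the smaller. Many further means lay away from the colours without meeting both conditions, since 47 of 80 lay within 5 points. Of 80 group means compared, 10 differed. For each, the 10 alternatives set before the data were examined that give group means were the size factors of the authors' scaled table (for DESeq2), RLE factors of edgeR and each of the 8 libraries left out, and the settings without a difference are named below, with a difference under the others. Group means of raw counts, tried after the readings were seen, lay within 2.0 points of all 80 readings, these 10 included.

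For *Gstm1* in vehicle-treated *hUGT1/Atf4* ΔHep mice, the paper's value is about 1 in Fig. 5*E*, read by colour, and the value computed here is 5.45, with no difference without *hUGT1/Atf4* F/F vehicle replicate 1. For *Nqo1* in vehicle-treated *hUGT1/Atf4* F/F mice, the paper's value is about 15 in Fig. 5*E* and the value here is 0.43, for *Gpx4* in that group about 19 in Fig. 5*E* and 0, and for *Prdx1* in that group about 17 in Fig. 5*E* and 0. These 3 differed under each of the 10 alternatives. For *Tnfrsf1a* in TCS-treated *hUGT1/Atf4* ΔHep mice, the paper's value is about 99 in Fig. 5*E* and the value here is 46.6, with no difference without *hUGT1/Atf4* F/F vehicle replicate 2, *hUGT1/Atf4* F/F TCS replicate 2, *hUGT1/Atf4* ΔHep vehicle replicate 1 or *hUGT1/Atf4* ΔHep TCS replicate 2. For *Ehhadh* in vehicle-treated *hUGT1/Atf4* F/F mice, the paper's value is about 7 in Fig. 5*E* and the value here is 2.85, with no difference without *hUGT1/Atf4* ΔHep vehicle replicate 1. For *Cyp3a11* in that group, the paper's value is about 17 in Fig. 5*E* and the value here is 9.53, with no difference without *hUGT1/Atf4* F/F vehicle replicate 1. For *Atf4* in TCS-treated *hUGT1/Atf4* ΔHep mice, the paper's value is about 4 in Fig. S5*B* and the value here is 0, and it differed under each of the 10 alternatives. For *Phgdh* in vehicle-treated *hUGT1/Atf4* ΔHep mice, the paper's value is about 25 in Fig. S5*B* and the value here is 46.0, with no difference without *hUGT1/Atf4* ΔHep TCS replicate 1. For *Psat1* in TCS-treated *hUGT1/Atf4* ΔHep mice, the paper's value is about 36 in Fig. S5*B* and the value here is 12.8, and it differed under each of the 10 alternatives.

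The 9 genes labelled in the volcano plot of Fig. S4*B* were compared by their log2 fold changes, and 0 of 9 differed.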

Other observations

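In *hUGT1/Atf4* ΔHep mice, TCS changed 92 genes in the liver, of which 84 rose and 8 fell, and 63 of the 70 genes that rose in *hUGT1/Atf4* F/F mice rose here too, where chance gives 0.431. The largest rises were in *Cyp2c54* (log2 fold change 3.87, SE 0.30) and *Acot1* (3.62, SE 0.40), followed by *Ces1f* (3.16, SE 0.22) and *Mogat1*, an acyltransferase of glycerolipid synthesis (3.06, SE 0.49, adjusted p = 0.0332). The call of *Mogat1* ended without each of the 4 *hUGT1/Atf4* ΔHep libraries (adjusted p 0.0531 to 0.216), and the call of *Acot1* ended without either vehicle library (adjusted p = 0.0807 and 0.0759). Of 40 PPARα targets, 21 rose and 0 fell (34 rose when adjusted over the list alone, median 0.57, adjusted p = 4.65e-30, and adjusted p = 0.151 with an estimated correlation). Among the genes that fell were *Lcn2*, an acute phase protein (−1.13, adjusted p = 0.0376), and *Hpx*, hemopexin (−0.41, adjusted p = 0.0165), each with a call that ended without each of the 4 *hUGT1/Atf4* ΔHep libraries. In the 4 lists of markers of other cell types given next, 0 members passed over all genes, and each list passed camera with the preset correlation and not with an estimated one. Of 10 genes of Kupffer cells and macrophages 0 were above 0 (median −0.32, adjusted p = 0.000104, and adjusted p = 0.377 with an estimated correlation), and 0 of 7 neutrophil genes were (median −0.60, adjusted p = 0.0034, and adjusted p = 0.377 with an estimated correlation). Of 10 stellate cell and fibroblast genes 1 was above 0 (median −0.25, adjusted p = 0.0035, and adjusted p = 0.324 with an estimated correlation). All 7 pancreatic acinar genes were above 0 (0 passed over all genes and 7 rose when adjusted over the list alone, median 3.51, adjusted p = 1.97e-07, and adjusted p = 0.186 with an estimated correlation), with *Ctrb1* at 3.30 and 1.65 CPM in the vehicle and 21.9 and 18.3 CPM in the TCS libraries.

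Under vehicle, 11 of 13 acute phase genes had a higher mean in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F livers (0 passed over all genes and 1 when adjusted over the list alone, median 0.53, adjusted p = 0.000544, and adjusted p = 0.538 with an estimated correlation). *Lcn2* was at 0.84 (SE 0.18) and *Saa1* at 1.47 (SE 0.53), and DESeq2 called *Lcn2* (adjusted p = 0.0199). Of 22 genes of ER chaperones, 18 were above 0 under vehicle (median 0.10, adjusted p = 0.0417, and adjusted p = 0.829 with an estimated correlation). The mouse gene *Ugt1a1*, counted in mice that carry the human *UGT1* locus, had log2 fold changes with TCS of 0.30 (SE 0.12, adjusted p = 0.444, but 0.16 without *hUGT1/Atf4* F/F vehicle replicate 1 and 0.45 without replicate 2) in *hUGT1/Atf4* F/F and 0.61 (SE 0.12, adjusted p = 0.0709) in *hUGT1/Atf4* ΔHep livers, with an interaction of 0.31 (SE 0.165, adjusted p = 1.00), and the second was called by DESeq2 (adjusted p = 0.0343), without a filter (0.0234) with the libraries of the comparison alone (0.0480) and without *hUGT1/Atf4* F/F vehicle replicate 1 (0.0437) or 2 (0.0424), in a range of 0.0234 to 0.393 over the alternatives. The paper places the human locus in a *Ugt1*-null background, so that these counts are no evidence of a working mouse *Ugt1a1*. Whether the reads of *Ugt1a1* come from the human genes cannot be told from the counts. Beside the paper's RT-qPCR statement that target genes of LXRα and the AhR were unaltered in *hUGT1* mice, *Cyp7a1* was at −0.34 (SE 0.36, adjusted p = 0.821) and *Cyp1a1* at 0.44 (SE 0.54, adjusted p = 0.848) in *hUGT1/Atf4* F/F mice, with signs that turned without *hUGT1/Atf4* F/F vehicle replicate 2 (0.21) and *hUGT1/Atf4* F/F TCS replicate 2 (−0.09). In *hUGT1/Atf4* ΔHep mice they were at −0.29 (SE 0.36) and 0.14 (SE 0.59), with signs that turned without *hUGT1/Atf4* ΔHep vehicle replicate 2 (0.02) and *hUGT1/Atf4* ΔHep TCS replicate 1 (−0.45).

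The test of the heat map scaling was chosen after the result was seen, and the tests of library size and of the p53 targets were set before their results were seen. The colours of Fig. 5*E* and Fig. S5*B* lay a mean of 0.831 points from the group means of raw counts, with 80 of 80 within 5 points, and a mean of 8.61 points from those of TMM-normalized CPM, with 47 of 80 within 5 points, so that heat maps drawn from counts not scaled for library size are a candidate explanation of the colours. The TCS-treated *hUGT1/Atf4* ΔHep group had the highest mean total count, 18598676, and the vehicle-treated *hUGT1/Atf4* ΔHep group the lowest, 15658394. In raw counts, 47.7% of all tested genes were lowest in the vehicle-treated and highest in the TCS-treated *hUGT1/Atf4* ΔHep group, against 9.06% after TMM normalization. In the TCS-treated groups, 82.1% of all tested genes had a higher raw mean in *hUGT1/Atf4* ΔHep than in *hUGT1/Atf4* F/F mice, against 49.6% after TMM normalization. Library size may therefore raise most genes of the TCS-treated *hUGT1/Atf4* ΔHep group in unscaled values, whichever pathway they belong to, and a biological difference between the groups stays open beside it. The paper also measured *Nqo1*, *Gstm1* and *Slc7a11* by RT-qPCR (Fig. S5*C*), which does not depend on these library sizes. There the TCS-treated strains differed with p under 0.05 by *t* test for each of these genes.

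A hypothesis formed on seeing *Aen* was that p53 target genes are higher in livers without hepatocyte *Atf4*. Of 24 p53 targets set apart as not yet seen, 19 were above 0 for the averaged deletion (median 0.10, p = 6.46e-05 from camera, and p = 0.0759 with an estimated correlation), with *Cdkn1a* at 0.60, *Ccng1* at 0.47, *Zmat3* at 0.52 and *Tnfrsf10b* at 1.06. Of the 24, *Gdf15*, *Sesn2* and *Ccnd1* had also been computed for this comparison among the genes of other lists. Their values may thus have been seen, and the set was not fully held out. All 24 were also measured in the same libraries in which *Aen* was seen. A difference between libraries shared by p53 targets would carry over to them, so that the set is no independent test. A p53 response may thus accompany the deletion, but the estimated correlation leaves it open, and *Sesn2* and *Gdf15* of this list are also targets of ATF4. The averaged deletion is the comparison for which other splits of the libraries gave as many calls.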
